# Antagonistic interaction between Ezh2 and Arid1a coordinates root patterning and development via Cdkn2a in mouse molars

**DOI:** 10.7554/eLife.46426

**Published:** 2019-07-01

**Authors:** Junjun Jing, Jifan Feng, Jingyuan Li, Xia Han, Jinzhi He, Thach-Vu Ho, Jiahui Du, Xuedong Zhou, Mark Urata, Yang Chai

**Keywords:** Ezh2, Arid1a, root patterning, epigenetic regulation, Mouse

## Abstract

Patterning is a critical step during organogenesis and is closely associated with the physiological function of organs. Tooth root shapes are finely tuned to provide precise occlusal support to facilitate the function of each tooth type. However, the mechanism regulating tooth root patterning and development is largely unknown. In this study, we provide the first in vivo evidence demonstrating that Ezh2 in the dental mesenchyme determines patterning and furcation formation during dental root development in mouse molars. Mechanistically, an antagonistic interaction between epigenetic regulators Ezh2 and Arid1a controls Cdkn2a expression in the dental mesenchyme to regulate dental root patterning and development. These findings indicate the importance of balanced epigenetic regulation in determining the tooth root pattern and the integration of roots with the jaw bones to achieve physiological function. Collectively, our study provides important clues about the regulation of organogenesis and has general implications for tooth regeneration in the future.

## eLife digest

Different teeth have different numbers of roots. Incisors and canines each have one, and molars have two or three. Roots anchor the teeth to the jawbone, and provide a route for blood and nerves to reach the tooth. Getting the shape and number of the roots right during development is important to make sure that each tooth has proper support and function.

A protein called Ezh2 helps the bones of the face to develop, but it was not known how it affects how the roots of teeth grow. Teeth form from two layers of tissue; epithelium on the outside and mesenchyme on the inside. Jing et al. have now looked at what happens when Ezh2 is not present in these tissues in the molar teeth of developing mice.

The teeth of the mice were affected in different ways depending on which tissue Ezh2 was missing from. When the mesenchyme lacked Ezh2, the roots of the molar teeth did not form properly: the teeth formed too few roots, and the ‘bridge’ region between the roots did not develop correctly. When the epithelium lacked Ezh2, molar teeth formed the correct number of roots but the bridges between the roots developed later than normal. This suggests that signals from the mesenchyme determine how many roots each tooth grows.

Further investigation revealed that Ezh2 opposes the activity of another protein called Arid1a, and together they regulate the production of a protein that influences when cells divide. A balanced interaction between Ezh2 and Arid1a is important for tooth root development. This controls how bridges form between tooth roots, and ultimately determines how many roots a tooth grows.

Neanderthal teeth show evidence of forming bridges between roots later than modern human teeth, suggesting that similar regulation mechanisms have been important throughout human evolution. In the future, understanding how the roots of teeth form could help researchers to develop ways to regenerate teeth.

## Introduction

Control of organ patterning is crucial for organ function and is a fundamental aspect of biology. Teeth are important for a number of physiological functions, such as mastication and speech. The tooth root is essential for these functions because it anchors the tooth to the jaw bone. During mastication, the root transmits and balances occlusal forces to the jaw bone through the periodontal ligament (PDL). The neurovascular bundle, which supplies blood flow, nutrition, and sensation to our teeth, also runs through the tooth root (Li et al., 2017). The loss of a functional root therefore reduces bone support to the tooth and adversely affects function of the dentition. Understanding how this organ patterning is determined will also provide information about organismic fitness through evolution (Irvine and Harvey, 2015). Teeth are the most common primate fossil remains due to their resistance to degradation; thus, morphological analysis of the tooth root can also provide critical clues about hominid evolution (Emonet et al., 2014). For example, a reduction in the number of premolar roots can be observed already in early hominins (Emonet and Kullmer, 2014). Neanderthal molars show elongated root trunks and apically positioned root furcations (Kupczik and Hublin, 2010; Macchiarelli et al., 2006). Therefore, investigating root development offers unique insights into organogenesis and human evolution.

Epithelial-mesenchymal interactions are required for root development and integration with the jawbone. The tooth root begins to develop with the guidance of a bilayered structure called Hertwig’s epithelial root sheath (HERS). The cranial neural crest cell (CNCC)-derived mesenchyme forms the dental papilla and dental follicle. The mesenchyme of the apical papilla interacts with the inner layer of HERS and differentiates into odontoblasts that form dentin. The dental follicle also interacts with HERS and eventually produces the cementum, PDL, and adjacent alveolar bone (Li et al., 2017). Disruption of the interaction between HERS and the dental papilla or dental follicle leads to root development defects. For instance, if there is a disturbance to the developing HERS, differentiation of root odontoblasts will be compromised (Kim et al., 2013). HERS has been considered critical for determination of the tooth root number. It develops tongue-shaped epithelial protrusions (known as the epithelial diaphragm) that join horizontally to form a bridge, called the furcation, which constitutes the base of the pulp cavity and divides the roots. After the furcation forms, the apical growth of HERS drives root development in multi-rooted teeth, just as it does in single-rooted teeth. The different orientations of HERS in different types of teeth contribute to the formation of two-rooted lower molars, three-rooted upper molars, and single-rooted incisors (Li et al., 2017). However, the mechanisms involved in HERS regulation of furcation development remain unknown. Although previous studies have shown that changes in cell proliferation activity in the dental mesenchyme can lead to furcation defects (Fons Romero et al., 2017; Sohn et al., 2014), it is not clear whether the instructions that ultimately determine root furcation development and number reside in the dental mesenchyme or epithelium.

Recently, multiple signaling pathways have been implicated in the processes of root initiation and elongation (Alfaqeeh et al., 2015; Kim et al., 2015; Li et al., 2015; Ono et al., 2016), but how the number of tooth roots is determined remains unknown. Ezh2 is the enzymatic subunit of Polycomb repressive complex 2 (PRC2), a complex that methylates lysine 27 of histone H3 (H3K27) to promote transcriptional silencing. Polycomb proteins are an evolutionarily conserved family of chromatin regulators that serve to establish and maintain epigenetic memory during development (Margueron and Reinberg, 2011). Previous reports have indicated that craniofacial bone and cartilage formation are not detectable after loss of Ezh2 in neural crest cells, indicating a critical role for Ezh2 in the determination of the osteochondrogenic lineage during craniofacial development (Schwarz et al., 2014).

The function of Ezh2 has recently been reported to be antagonized by other epigenetic factors. SWI/SNF chromatin remodeling complexes remodel nucleosomes and modulate gene transcription. In *Drosophila*, antagonism between polycomb and SWI/SNF complexes has been shown to regulate gene expression during development (Kennison and Tamkun, 1988). In humans, PRC2 and SWI/SNF complexes also antagonize each other during tumor formation (Kadoch et al., 2016; Kadoch et al., 2017). For example, Ezh2 inhibition leads to regression of ovarian tumors with mutations in Arid1a (a subunit of the SWI/SNF complex) (Bitler et al., 2015). However, whether and how these two opposing epigenetic regulating complexes regulate developmental patterning and morphogenesis in mammals still remains unknown.

In this study, we found that loss of Ezh2 in the tooth mesenchyme dramatically affects root patterning by transforming multi-rooted mouse molars into single-rooted ones, indicating a critical role for Ezh2 in determination of the molar root number via regulation of furcation development. In contrast, root furcation development was delayed after loss of Ezh2 in the epithelium and was unaffected after loss of Ezh2 in odontoblasts, suggesting that regulation of furcation development is determined through a mesenchymal signal. Significantly, Ezh2 and Arid1a work antagonistically to control Cdkn2a expression to coordinate furcation development and determine the root number. Our results have shown for the first time that the antagonistic interaction between Ezh2 and Arid1a plays a key role in regulating organogenesis in mammals. These findings provide a new understanding of the mechanism governing molar root number determination and may lead to applications for tooth regeneration in the future. Given that Neanderthal molars have long root trunks and delayed furcation formation in comparison to those of modern humans, our study highlights the significance of epigenetic regulation for the patterning of organs during human evolution.

## Results

### Ezh2 in the dental mesenchyme plays a key role in root patterning and furcation formation during molar root development

Ezh2 is a key enzyme of the PRC2 complex that is responsible for trimethylation of histone 3 lysine 27 (H3K27Me3). In order to investigate the role of Ezh2 in epigenetically regulating root patterning during tooth morphogenesis, we first analyzed the expression pattern of Ezh2 in developing molars. We found that Ezh2 is widely expressed in the dental epithelium, dental follicle, and dental papilla of control mice prior to root development initiation at the newborn stage (Figure 1C). H3K27Me3 was detectable in a similar pattern to that of Ezh2 in control mice, consistent with Ezh2’s execution of a PRC2-dependent function during molar development (Figure 1E). In order to test the functional significance of Ezh2-mediated root patterning and development, we generated *Osr2-Cre;Ezh2^fl/fl^* mice, in which *Ezh2* is specifically ablated in the dental mesenchyme. *Osr2-Cre* genetically targets the dental mesenchyme and alveolar bone but not the tooth epithelium; thus, we expected *Ezh2* expression to be lost from the mesenchyme of *Osr2-Cre;Ezh2^fl/fl^* teeth, but to persist in the epithelium. Indeed, Ezh2 and H3K27Me3 were undetectable in the molar mesenchyme of *Osr2-Cre;Ezh2^fl/fl^* mice at the newborn stage (Figure 1D and F), indicating efficient tissue-specific deletion of *Ezh2* in the dental mesenchyme.

**Figure 1.**
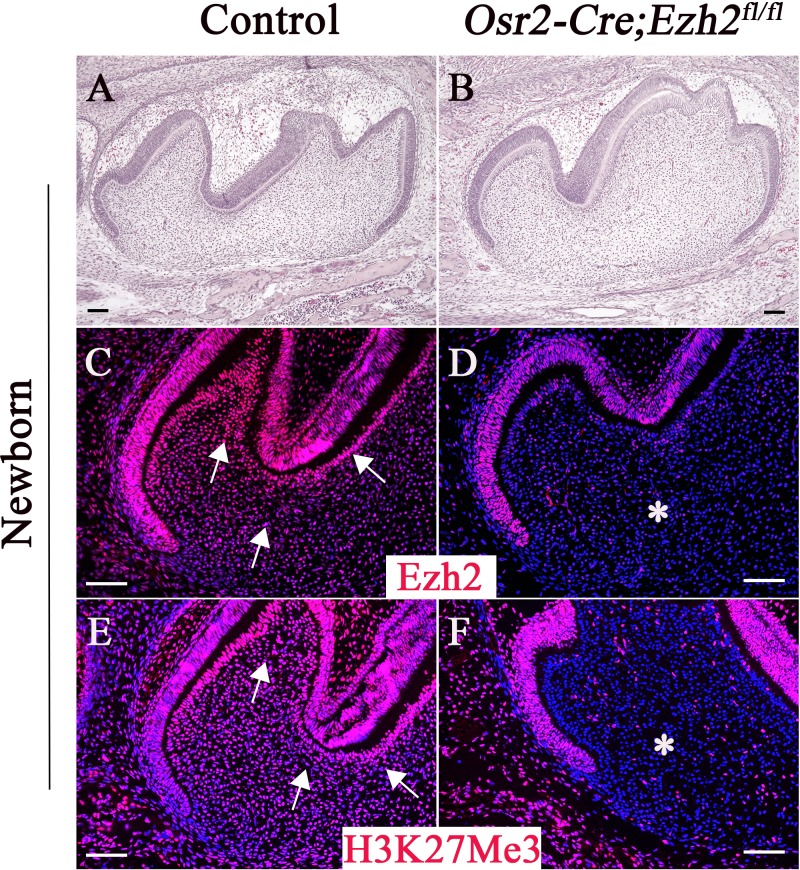
Loss of Ezh2 in the dental mesenchyme results in decreased H3K27Me3 histone methylation. H&E staining (**A–B**), Ezh2 immunofluorescence (**C–D**), and H3K27Me3 immunofluorescence (**E–F**) of newborn control and *Osr2-Cre;Ezh2^fl/fl^* molars. Arrows indicate positive signal and asterisks indicate absence of signal. n ≥ 3 histological sections were examined from multiple littermate mice per group. Scale bars, 100 μm.

There were no morphological differences between the crowns of *Osr2-Cre;Ezh2^fl/fl^* and control molars at the newborn stage (Figure 1A–1B), prior to root development. At one week after birth, tooth crown formation is almost complete and root formation is yet to start. Tooth crown formation was similar in *Osr2-Cre;Ezh2^fl/fl^* and control mice at one week of age (Figure 2—figure supplement 1A–1F), indicating that Ezh2 is dispensable for crown patterning.

In control mice, at two weeks after birth the root furcation was well formed, resulting in two roots in the mandibular first molars (Figure 2A–2E). Interestingly, only one root trunk with no furcation was observed in *Osr2-Cre;Ezh2^fl/fl^* mandibular first molars (Figure 2F–2J). The absence of furcation persisted in *Osr2-Cre;Ezh2^fl/fl^* mice at postnatal 4 weeks (Figure 2P–2T), by which time the tooth root had completed development in the control group (Figure 2K–2O). Moreover, the alveolar bone underneath the molar was undetectable throughout all developmental stages in *Osr2-Cre;Ezh2^fl/fl^* mice. Interestingly, *Dspp* expression was not affected in *Osr2-Cre;Ezh2^fl/fl^* mice, indicating that loss of *Ezh2* in the dental mesenchyme has no effect on odontoblast differentiation (Figure 2—figure supplement 2).

**Figure 2.**
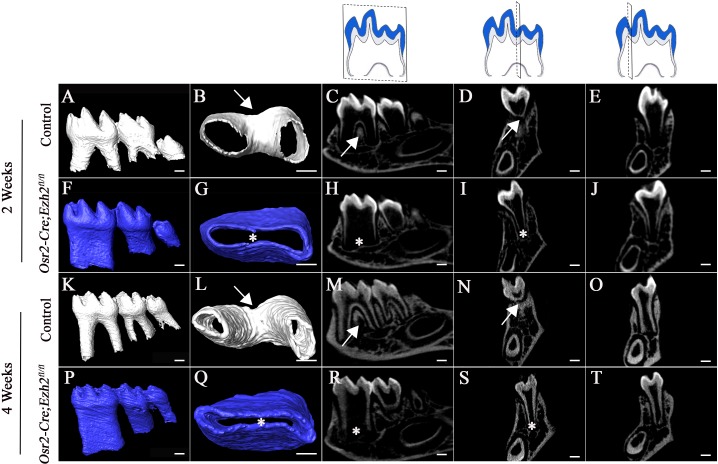
Loss of Ezh2 in the dental mesenchyme leads to single-rooted molars. MicroCT images of control (white) and *Osr2-Cre;Ezh2^fl/fl^* (blue) molars at postnatal (PN) 2 and 4 weeks of age. A, F, K, P, lateral view of mandibular molars; B, G, L, Q, apical view of mandibular first molars; C, H, M, R, sagittal sections of mandibular molars; D, I, N, S, coronal sections of mandibular molars in the furcation region; E, J, O, T, coronal sections of mandibular molars in the root forming region. The schematic drawings indicate where the CT section were taken. Arrows indicate furcation and asterisks indicate absence of furcation. Scale bars, 200 μm.

**Figure 2—figure supplement 1.**
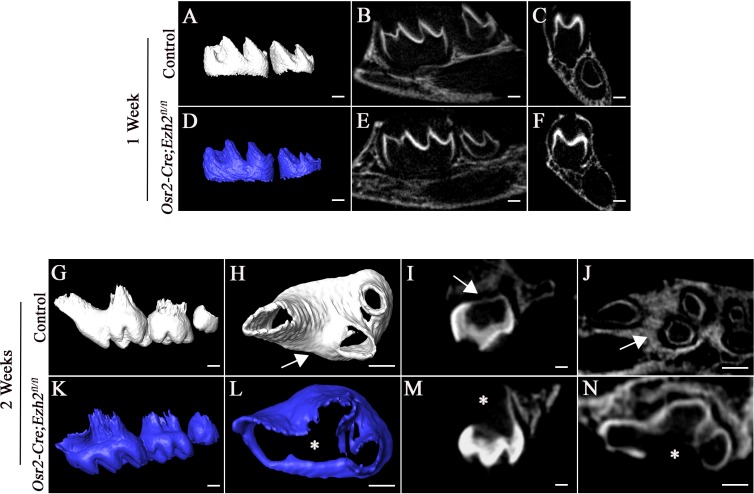
Loss of Ezh2 in the dental mesenchyme leads to single-rooted molars in the upper jaw. (**A-F**) MicroCT images of control (white) and *Osr2-Cre;Ezh2^fl/fl^* (blue) mandibular molars at 1 week of age. A, D, lateral view of mandibular molars; B, E, sagittal sections of mandibular molars; C, F, coronal sections of mandibular molars; (**G-N**) MicroCT images of control (white) and *Osr2-Cre;Ezh2^fl/fl^* (blue) maxillary molars at 2 weeks of age. G, K, lateral view of maxillary molars; H, L, apical view of maxillary first molars; I, M, sagittal sections of maxillary molars; J, N, transverse sections of maxillary molars. Arrows indicate furcation and asterisks indicate absence of furcation. Scale bars, 200 μm.

**Figure 2—figure supplement 2.**
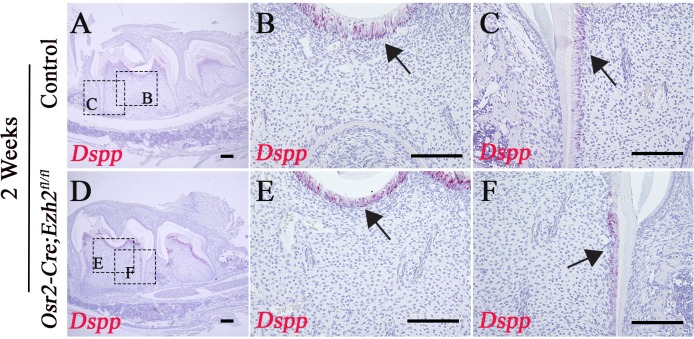
Loss of Ezh2 in the dental mesenchyme has no effect on odontoblast differentiation. (**A-F**) *Dspp* staining of control and *Osr2-Cre;Ezh2^fl/fl^* at 2 weeks of age. Boxes in A and D are shown magnified in B, C, E, and F. Arrows indicate odontoblasts. n ≥ 3 histological sections were examined from multiple littermate mice per group. Scale bars, 100 μm.

In order to investigate whether mandibular and maxillary tooth furcations develop similarly, we also analyzed maxillary molars from two-week-old mice, which have three roots rather than the two of mandibular molars in controls (Figure 2—figure supplement 1G–1J). We found that maxillary molars were also single-rooted with no furcation formation in *Osr2-Cre;Ezh2^fl/fl^* mice (Figure 2—figure supplement 1K–1N), suggesting that the mechanisms regulating root patterning and furcation development are similar for maxillary and mandibular molars.

### Loss of Ezh2 in the dental mesenchyme affects epithelial diaphragm, alveolar bone, and PDL formation

At the beginning of root formation, the root sheath forms the epithelial diaphragm. Previous studies highlighted the importance of differential growth of the epithelial diaphragm as the crucial step in forming multi-rooted molars (Li et al., 2017). In order to test whether formation of the epithelial diaphragm was affected in *Osr2-Cre;Ezh2^fl/fl^* mice, we investigated its development at earlier time points. At PN 1 week, the epithelial diaphragm was not fused at the furcation region in control mice, as evidenced by a lack of continuous Krt14 staining in the apical region of the molar (Figure 3A–3B). One day later, a fused epithelial diaphragm was detectable in control mice (Figure 3G–3H). In contrast, we did not detect epithelial diaphragms in *Osr2-Cre;Ezh2^fl/fl^* mice at any time point (Figure 3D–3E and J–K). Moreover, cell proliferation activity in the mesenchyme of the apical region was compromised in molars of *Osr2-Cre;Ezh2^fl/fl^* mice just prior to the time point at which epithelial diaphragm formation would normally be expected (Figure 3C, F and I). However, no apoptotic cells were detectable in the molars of control or *Osr2-Cre;Ezh2^fl/fl^* mice at PN 1 week or PN 3 weeks of age, indicating that loss of *Ezh2* in the tooth mesenchyme has no impact on cell survival (Figure 3—figure supplement 1).

**Figure 3.**
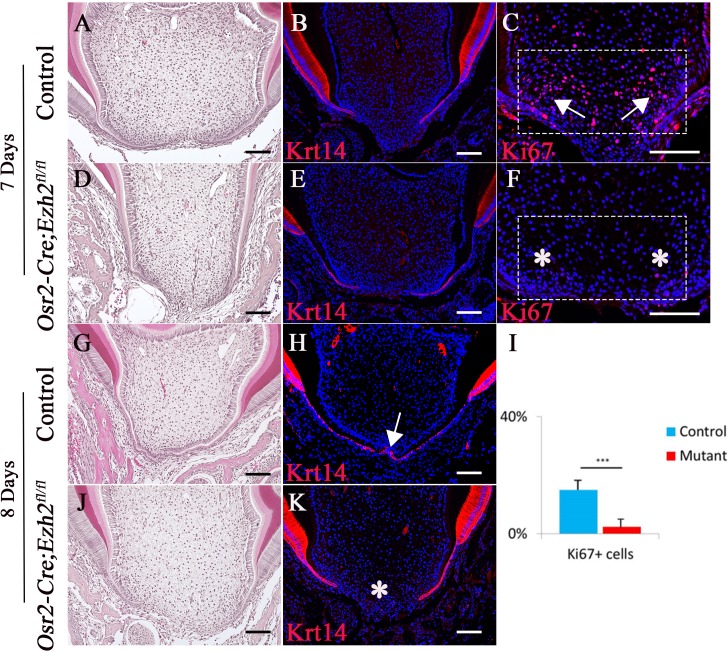
Loss of Ezh2 in the dental mesenchyme affects epithelial diaphragm formation. A-K, H&E staining (**A, D, G, J**), Krt14 immunofluorescence (**B, E, H, K**) and Ki67 staining (**C, F**) of coronal sections of control and *Osr2-Cre;Ezh2^fl/fl^* (mutant) molars at postnatal 7 days and 8 days. I, Quantitation of Ki67+ cells in boxed areas of C and F presented as mean ± SD with n = 4. Arrows indicate positive signal and asterisks indicate absence of signal. ***, p<0.001. Scale bars, 100 μm. Statistical analyses were performed using two-tailed Student’s t-test. 10.7554/eLife.46426.009Figure 3—source data 1.Source data for Figure 3I.

**Figure 3—figure supplement 1.**
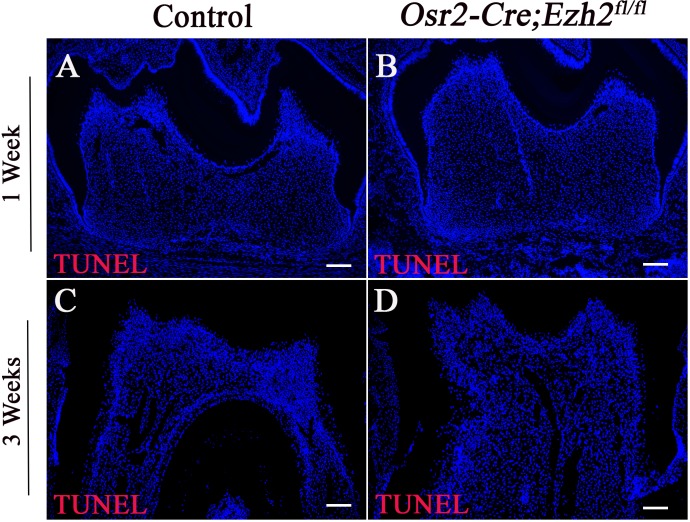
Loss of Ezh2 in the dental mesenchyme has no effect on cell survival. (**A-B**) TUNEL assay of molars in control and *Osr2-Cre;Ezh2^fl/fl^* mice at PN 1 week; (**C-D**) TUNEL assay of molars in control and *Osr2-Cre;Ezh2^fl/fl^* mice at PN 3 weeks. n ≥ 3 histological sections were examined from multiple littermate mice per group. Scale bars, 100 μm.

In addition, formation of the alveolar bone and PDL was abnormal in *Osr2-Cre;Ezh2^fl/fl^* mice. At PN 2 weeks, alveolar bone was already formed between and underneath the molars of control mice. However, alveolar bone was undetectable in *Osr2-Cre;Ezh2^fl/fl^* mice until PN 4 weeks (Figure 4A–4B, D–E and G–J). Similarly, expression of PDL marker periostin was detectable in two-week-old control mice, but its expression was undetectable in *Osr2-Cre;Ezh2^fl/fl^* mice (Figure 4C and F), indicating defective PDL formation due to loss of *Ezh2* in the dental follicle. Collectively, our studies show that Ezh2 in the dental mesenchyme is crucial for the development of alveolar bone and PDL.

**Figure 4.**
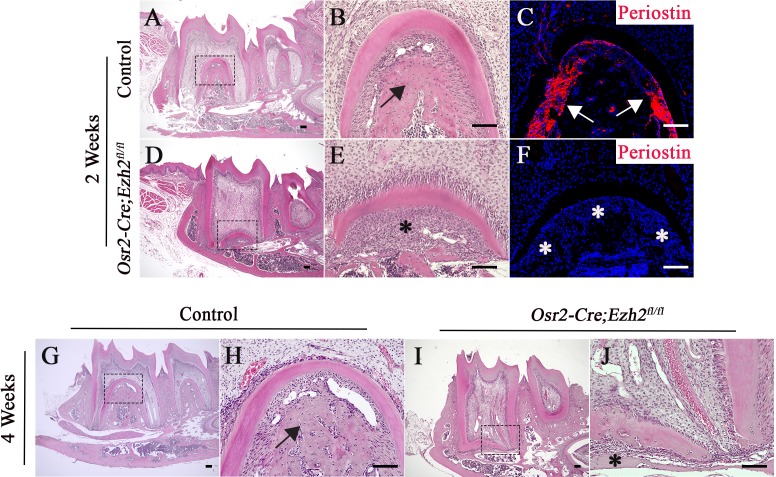
The alveolar bone and periodontal ligament are affected in *Osr2-Cre;Ezh2^fl/fl^* molars. (**A-F**) H&E staining (**A, B, D, E**) and Periostin immunofluorescence (**C, F**) of control and *Osr2-Cre;Ezh2^fl/fl^* molars at 2 weeks of age. B and E are magnified images of the boxed areas in A and D, respectively. (**G-J**) H&E staining of control and *Osr2-Cre;Ezh2^fl/fl^* molars at 4 weeks of age. (**H and J**) are magnified images of the boxed areas in G and I, respectively. Arrows indicate normal alveolar bone and asterisks indicate defective alveolar bone. n ≥ 3 histological sections were examined from multiple littermate mice per group. Scale bars, 100 μm.

### Ezh2 in the dental epithelium and odontoblasts is not required for root patterning or furcation formation

*Ezh2* is also expressed in the epithelium of the mouse molar. In order to investigate whether Ezh2 in the epithelium is crucial for root patterning and furcation development, we generated *Krt14-Cre;Ezh2^fl/fl^* mice. At PN 2 weeks, the furcation was already formed in control molars, but it was not detectable in molars of *Krt14-Cre;Ezh2^fl/fl^* mice (Figure 5A–5J). Interestingly, alveolar bone formation was delayed in *Krt14-Cre;Ezh2^fl/fl^* mice at PN 2 weeks (Figure 5—figure supplement 1A–1B). However, by PN 3 weeks, the alveolar bone and molar root furcation had formed in *Krt14-Cre;Ezh2^fl/fl^* mice (Figure 5K–5T and Figure 5—figure supplement 1C–1F), indicating delayed furcation development due to loss of Ezh2 in the dental epithelium.

**Figure 5.**
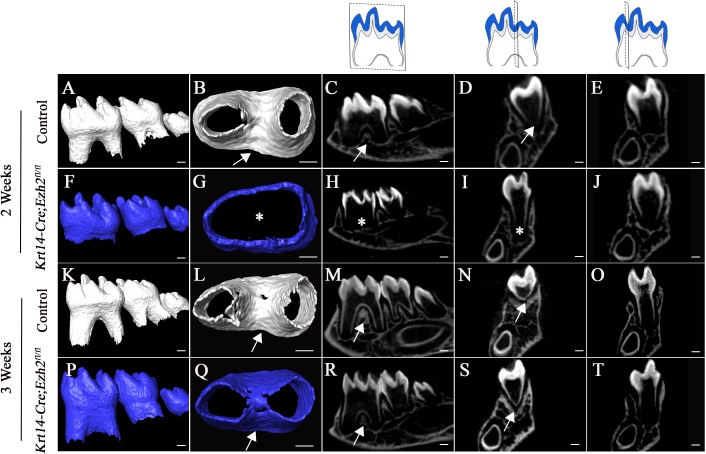
Loss of *Ezh2* in the epithelium leads to delayed furcation development. MicroCT images of control (white) and *Krt14-Cre;Ezh2^fl/fl^* (blue) molars at 2 and 3 weeks of age. A, F, K, P, lateral view of mandibular molars; B, G, L, Q, apical view of mandibular first molars; C, H, M, R, sagittal sections of mandibular molars; D, I, N, S, coronal sections of mandibular molars in the furcation region; E, J, O, T, coronal sections of mandibular molars in the root forming region. The schematic drawings indicate where the CT section were taken. Arrows indicate furcation and asterisks indicate absence of furcation. Scale bars, 200 μm.

**Figure 5—figure supplement 1.**
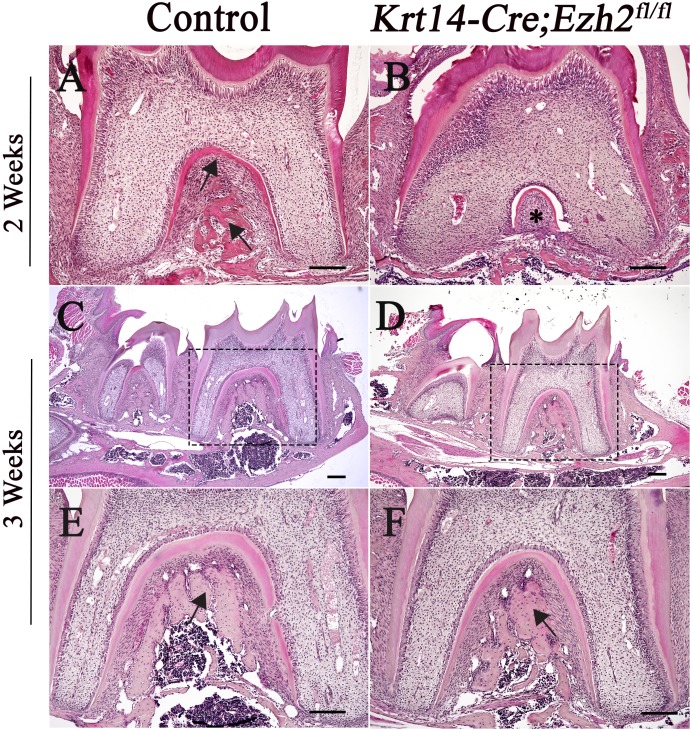
H&E staining of molars in control and *Krt14-Cre;Ezh2^fl/fl^* mice. (**A-B**) H&E staining of molars from control and *Krt14-Cre;Ezh2^fl/fl^* mice at PN 2 weeks; (**C-F**) H&E staining of molars from control and *Krt14-Cre;Ezh2^fl/fl^* mice at PN 3 weeks. E and F are magnified images of the boxed areas in C and D, respectively. Arrows indicate alveolar bone and asterisks indicate defect of alveolar bone. n ≥ 3 histological sections were examined from multiple littermate mice per group. Scale bars, 100 μm.

**Figure 5—figure supplement 2.**
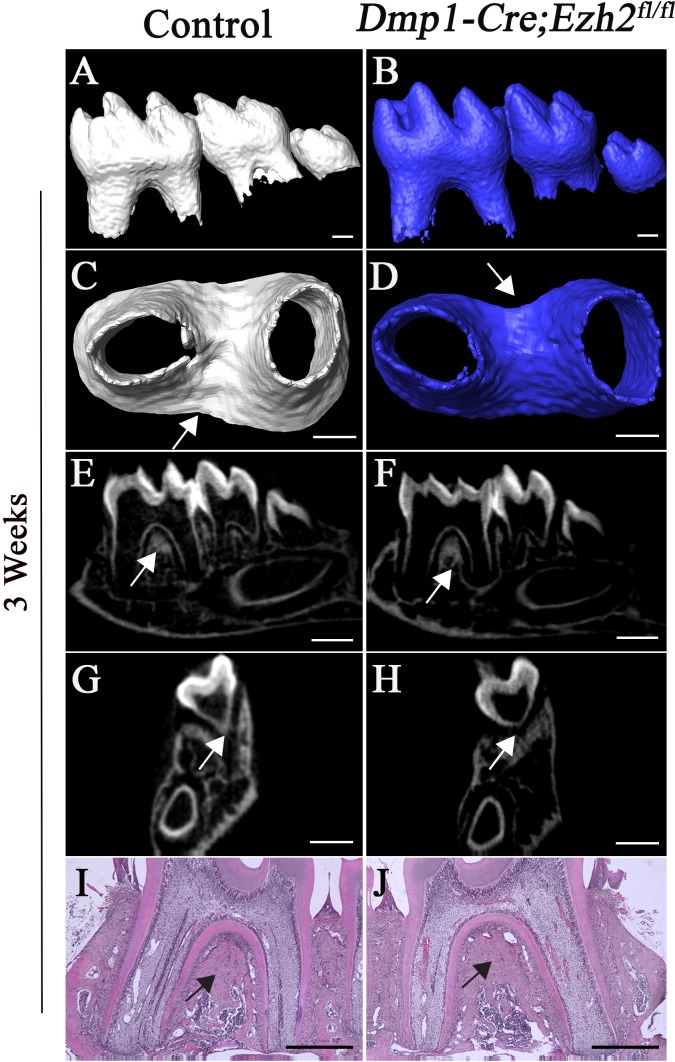
Root furcation development is unaffected after loss of Ezh2 in odontoblasts. (**A-H**) MicroCT images of control (white) and *Dmp1-Cre;Ezh2^fl/fl^* (blue) molars at 3 weeks of age. A, B, lateral view of mandibular molars; C, D, apical view of mandibular first molars; E, F, sagittal sections of mandibular molars; G, H, coronal sections of mandibular molars. (**I-J**) H&E staining of control and *Dmp1-Cre;Ezh2^fl/fl^* molars at 3 weeks of age. n ≥ 3 histological sections were examined from multiple littermate mice per group. Arrows indicate furcation. Scale bars, 200 μm.

**Figure 5—figure supplement 3.**
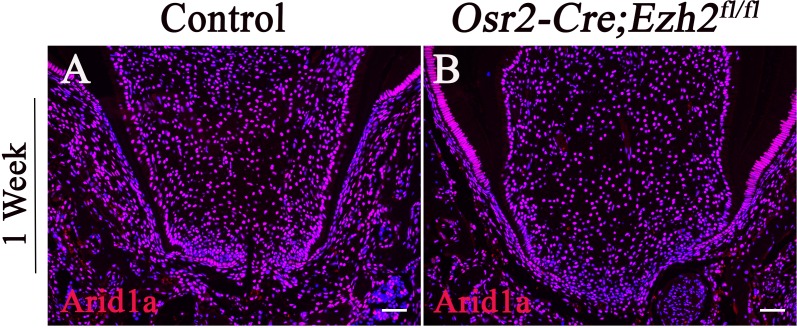
Arid1a expression is not affected in *Osr2-Cre;Ezh2^fl/fl^* molars. (**A-B**) expression of Arid1a in coronal sections of molars from control and *Osr2-Cre;Ezh2^fl/fl^* mice. n ≥ 3 histological sections were examined from multiple littermate mice per group. Scale bars, 100 μm.

Next, we investigated whether Ezh2 in odontoblasts has a role in root patterning and furcation development by generating *Dmp1-Cre;Ezh2^fl/fl^* mice. We found no distinguishable differences between the tooth roots of *Dmp1-Cre;Ezh2^fl/fl^* and control mice at PN 3 weeks, based on CT images and H&E staining (Figure 5—figure supplement 2). Alveolar bone and PDL formation were also normal in *Dmp1-Cre;Ezh2^fl/fl^* mice when compared to control samples. Collectively, our results indicate that Ezh2 in odontoblasts is not required for root patterning and furcation development.

### Antagonistic interaction between Ezh2 and Arid1a in regulating root patterning

Arid1a is part of the SWI/SNF chromatin remodeling complex and has an antagonistic relationship with Ezh2 of the PRC2 complex in cancer development (Bitler et al., 2015; Wu et al., 2018). Arid1a has a similar expression pattern to that of Ezh2 during root development. Interestingly, it appears that the expression of Arid1a was not affected in the molars of *Osr2-Cre;Ezh2^fl/fl^* mice (Figure 5—figure supplement 3), indicating Arid1a is not a downstream target of Ezh2. However, previous studies have shown that the antagonism between Ezh2 and Arid1a may occur on the functional level (Bitler et al., 2015). In order to investigate whether there is an antagonistic interaction between Ezh2 and Arid1a in regulating furcation development, we generated *Osr2-Cre;Ezh2^fl/fl^;Arid1a^fl/+^* mice. Indeed, the abnormal root patterning and furcation development seen in *Osr2-Cre;Ezh2^fl/fl^* mice were completely rescued in *Osr2-Cre;Ezh2^fl/fl^;Arid1a^fl/+^* molars, based on microCT images (Figure 6A–6L), indicating that Arid1a and Ezh2 may work antagonistically to control furcation development. To examine whether monoallelic deletion of *Arid1a* affects furcation development, we generated *Osr2-Cre;Arid1a^fl/+^* mice and found that their root furcations were identical to those of control mice (n = 4), suggesting that haploinsufficiency of Arid1a did not affect root patterning or development (Figure 6—figure supplement 1). We also analyzed alveolar bone and PDL development at PN 3 weeks and found that there was no difference between the molars of *Osr2-Cre;Ezh2^fl/fl^;Arid1a^fl/+^* and control mice, suggesting that alveolar bone and PDL devlopment was also rescued in *Osr2-Cre;Ezh2^fl/fl^;Arid1a^fl/+^* mice (Figure 6).

**Figure 6.**
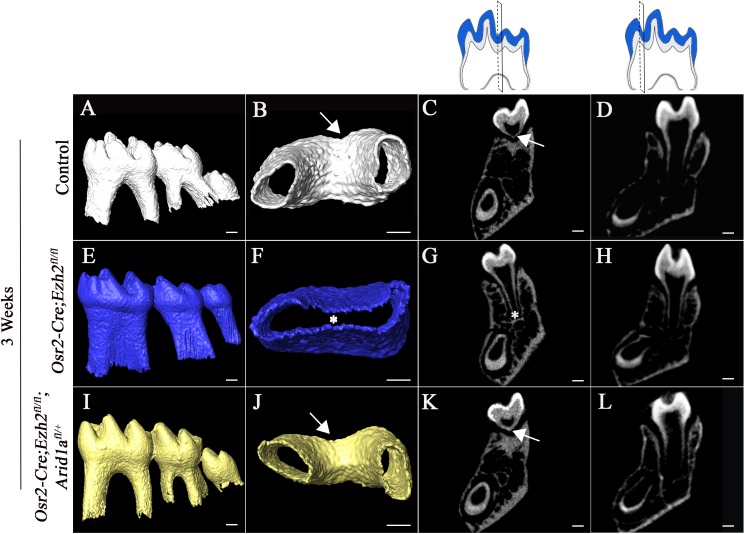
Furcation development is rescued in *Osr2-Cre;Ezh2^fl/fl^;Arid1a^fl/+^* mice. MicroCT images of control, *Osr2-Cre;Ezh2^fl/fl^* and *Osr2-Cre;Ezh2^fl/fl^;Arid1a^fl/+^* molars at 3 weeks of age. A, E, I, lateral view of mandibular molars; B, F, J, apical view of mandibular first molars; C, G, K, coronal sections of molars in the furcation region; D, H, L, coronal sections of mandibular molars in the root forming region. The schematic drawings indicate where the CT section were taken. Arrows indicate furcation and asterisks indicate absence of furcation. Scale bars, 200 μm.

**Figure 6—figure supplement 1.**
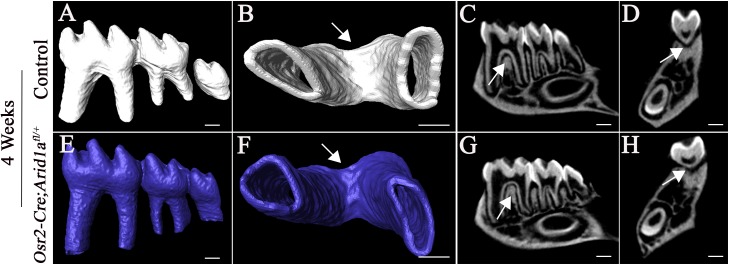
Monoallelic deletion of Arid1a has no effect on furcation formation. (**A-H**) MicroCT images of control (white) and *Osr2-Cre;Arid1a^fl/+^* (blue) molars at 4 weeks of age. A, E, lateral view of mandibular molars; B, F, apical view of mandibular first molars; C, G, sagittal sections of mandibular molars; D, H, coronal sections of mandibular molars. Arrows indicate furcation. Scale bars, 200 μm.

In order to identify downstream mediators that control furcation development, mesenchymal tissue from PN day three mouse molars was isolated for RNA-seq analysis. 

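The RNA-seq experiment compared molar mesenchyme from 4 Ezh2 fl/fl (control) samples and 4 *Osr2-Cre;Ezh2 fl/fl* samples at PN day 3. In *Osr2-Cre;Ezh2 fl/fl* mice the *Osr2-Cre* allele drives recombination of the floxed *Ezh2* gene in the dental mesenchyme. The paper's methods give n = 4 per group and also mention sequencing of 3 pairs of samples; the table of values has a column for each of the 8 libraries, and all 8 were used here. The authors aligned single-end reads of 75 cycles to the mm10 mouse genome with TopHat and describe their values as normalized by RPKM. The deposited values carry no gene-length factor. In each library they behave as an estimated number of reads plus 1, multiplied by a factor that brings the 75th percentile of the library to about 38.5. Dividing each value by the smallest value of its library and subtracting 1 gave between 48.3 M and 68.8 M estimated reads per library, with a median of 57.3 M in the control and 62.2 M in the *Osr2-Cre;Ezh2 fl/fl* libraries. One read corresponded to a value between 0.0129 and 0.019. The table holds 20926 genes, and each has at least 10 estimated reads in at least 1 library.

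Fold changes are differences of mean log2(value + 1) between *Osr2-Cre;Ezh2 fl/fl* and control, which understates the change of genes with low values. They were tested with limma's moderated test in the 14854 genes with a value of at least 1 in at least 4 of the 8 libraries, and p-values were adjusted by the Benjamini-Hochberg method. Pearson correlations of log2(value + 1) across genes lay between 0.976 and 0.994 for libraries of the same group. Both groups number their libraries 1 to 4, although these came from different mice. Across genes, which are not independent replicates, the deviations of same-numbered libraries from their group means had correlations of -0.34, -0.08, 0.22 and -0.43, with a mean of -0.16. Differently numbered libraries had a mean of 0.0509, so same-numbered libraries were not more alike and these correlations give no sign of pairing. Because the paper mentions pairs of samples, results with the replicate number as a block are given beside the results without it.

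The targeted gene, *Ezh2*, lies on the minus strand of chromosome 6 of mm10 from 47530139 to 47595341. GENCODE lists *Gm26625* and *Gm44282* on the opposite strand within this interval, and whether the authors' counting used strand is not stated in the paper's text. The *Ezh2* values were 55.0, 38.3, 39.6 and 39.0 in control libraries 1 to 4, and 35.2, 30.1, 23.2 and 36.0 in *Osr2-Cre;Ezh2 fl/fl* libraries 1 to 4. The means were 42.9 ± 8.03 (SD, n = 4) and 31.1 ± 5.92 (SD, n = 4). All 4 *Osr2-Cre;Ezh2 fl/fl* libraries were below all 4 control libraries (two-sided exact permutation test, p = 0.0286, the smallest p that 4 samples against 4 allow). The log2 fold change was -0.46 (standard error 0.16), with an adjusted p of 0.235 from limma over all genes and of 0.241 with the replicate block. Leaving out each library in turn gave log2 fold changes from -0.53 to -0.32. The alternative that moved it most, limma's array weights, gave -0.19 with an adjusted p of 0.135. The ameloblast transcripts *Amelx*, *Ambn* and *Enam* as a covariate, chosen after the data were seen, gave -0.64 with an adjusted p of 0.0274. By immunofluorescence, the paper found no Ezh2 protein in the dental mesenchyme of newborn *Osr2-Cre;Ezh2 fl/fl* molars. It also states that *Osr2-Cre* spares the tooth epithelium, whose transcripts, such as *Amelx*, were present in all 8 libraries. The RNA value of the whole gene is therefore not a measure of how complete the deletion was.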

We found that more genes were upregulated than downregulated in *Osr2-Cre;Ezh2^fl/fl^* molars (Figure 7A), consistent with the gene repression function of Ezh2. 

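The paper's methods give a threshold of p under 0.05 and do not say whether it was adjusted. Taken as an unadjusted p, it was passed in limma's test by 1953 of the 14854 genes tested (13.1%). Of these, 1229 were upregulated and 724 were downregulated, so that 62.9% were upregulated. Among all genes tested, 54.1% had a positive log2 fold change. After Benjamini-Hochberg adjustment, 232 genes were upregulated and 76 were downregulated, or 75.3% and the rest. With the replicate number as a block, 918 genes were upregulated and 547 were downregulated at the unadjusted threshold, and 64 and 9 after adjustment. Of these 73 genes, 72 were also called without the block.

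The split depended on how the libraries were scaled against each other. With median-of-ratios size factors 1050 genes were upregulated and 874 were downregulated at the unadjusted threshold (54.6% upregulated), and with quantile normalization 1073 and 863 (55.4%). After adjustment the split moved less, to 71.1% and 69.0% upregulated. Of all genes tested, 47.3% and 49.1% had a positive log2 fold change with these scalings, so the shift was not confined to the called genes. The numbers of calls moved most when the libraries were given array weights, which put a weight of 9.66 on *Osr2-Cre;Ezh2 fl/fl* library 4 and weights of at most 2.31 on the others. That fit called 3272 genes upregulated and 2773 downregulated (54.1% upregulated, and 53.6% after adjustment). Of all genes tested in it, 54.2% had a positive log2 fold change. Without these weights, requiring a fold change of at least 2 in addition to an unadjusted p under 0.05 left 80 upregulated and 17 downregulated genes (82.5% upregulated). The paper relates the larger number of upregulated genes to the gene repression function of Ezh2.

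**Figure D1:**
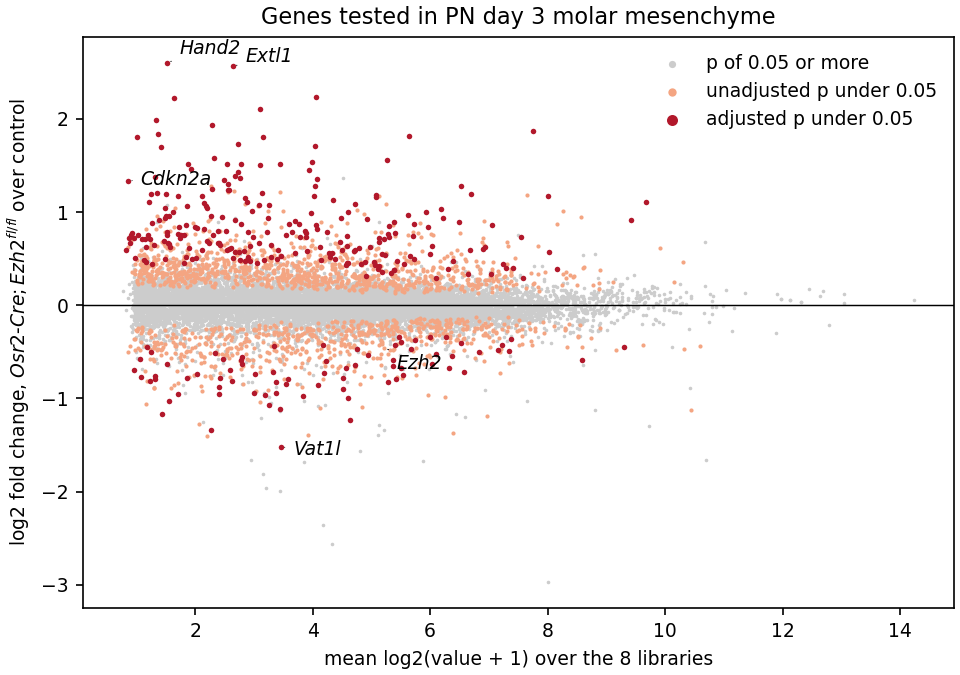
Log2 fold change between *Osr2-Cre;Ezh2 fl/fl* and control molars (y axis) against the mean log2(value + 1) over the 8 libraries (x axis) for the 14854 genes tested, 1 point per gene. Orange points have an unadjusted p under 0.05 and red points an adjusted p under 0.05 from limma; 232 red points lie above the line at 0 and 76 lie under it.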

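*Hand2*, which encodes a basic helix-loop-helix transcription factor, lies on the plus strand of chromosome 8 of mm10 from 57320983 to 57324633. GENCODE places *Hand2os1* on the opposite strand, overlapping this interval. The values of *Hand2* were 0.143, 0.188, 0.103 and 0.214 in control libraries 1 to 4 (5 to 13 estimated reads) and 6.50, 5.87, 4.81 and 7.25 in *Osr2-Cre;Ezh2 fl/fl* libraries 1 to 4 (339 to 561 estimated reads). The group means, 0.162 ± 0.0490 and 6.11 ± 1.03 (SD, n = 4 each), had a ratio of 37.7. The log2 fold change was 2.60 (standard error 0.12, adjusted p = 2.91e-05 from limma), and with the replicate block the adjusted p was 0.00202. It stayed between 2.53 and 2.70 with each library left out in turn.

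The genes *AV026068*, *Gm45535*, *Gm45357* and *5033428I22Rik*, none of them coding for protein in the table, start or end within 7484 bases of *Hand2*. They are 4 of the other genes in the list of Figure 7A. Mean values were 0.0612 in control and 1.56 in *Osr2-Cre;Ezh2 fl/fl* molars for *AV026068*, 0.0801 and 2.81 for *Gm45357*, and 0.486 and 3.83 for *5033428I22Rik*. *Gm45535*, with at most 1 estimated read in each control library and 6 to 39 in the *Osr2-Cre;Ezh2 fl/fl* libraries, lies inside *AV026068* on the same strand. *Gm45357* and *5033428I22Rik* overlap on opposite strands, so reads of these genes could have been assigned to either.

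Of the 5 Hox genes in the list, *Hoxc4* had the highest values. It lies on the plus strand of chromosome 15 from 103018934 to 103036852 and overlaps no other annotated gene. It had 0 estimated reads in each of the 4 control libraries and 36, 42, 116 and 80 in *Osr2-Cre;Ezh2 fl/fl* libraries 1 to 4. Against a floor of 3 reads it was at least 21-fold higher in *Osr2-Cre;Ezh2 fl/fl* molars. *Hoxb13* also had 0 estimated reads in every control library, and 9 to 23 in the *Osr2-Cre;Ezh2 fl/fl* libraries, at least 4.60-fold higher. *Hoxb3* had 0 to 3 estimated reads in the controls and 4 to 29 in the *Osr2-Cre;Ezh2 fl/fl* libraries, at least 5.34-fold higher. *Hoxc6* (0 in every control library, 4 to 16 in the *Osr2-Cre;Ezh2 fl/fl* libraries) and *Hoxc5* (0 to 1 and 3 to 17) were at least 3.14-fold and 3.11-fold higher. *Hoxc5* overlaps *Hoxc6*, *Hoxc8*, *Hoxc9* and *Hoxc10* on the same strand in GENCODE, so its reads are uncertain. Each *Osr2-Cre;Ezh2 fl/fl* library was above each control library for all 5 genes.

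The filter on low values left all 5 out of the test. Without the filter, limma's adjusted p was 0.00826 for *Hoxc4* and 0.0215 for *Hoxb13*, and 0.078, 0.136 and 0.124 for *Hoxc6*, *Hoxb3* and *Hoxc5*. With the replicate block in addition, the adjusted p was 0.0379 for *Hoxc4*, 0.112 for *Hoxb13*, and between 0.209 and 0.273 for the other 3 genes. Without filter and block, 2 settings chosen after the data were seen gave lower adjusted p-values for *Hoxc6*, *Hoxb3* and *Hoxc5*. These were 0.0075, 0.0388 and 0.023 with limma on log2 of the deposited value, and 0.00756, 0.0716 and 0.0283 with limma's voom on the estimated reads.

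**Figure D2:**
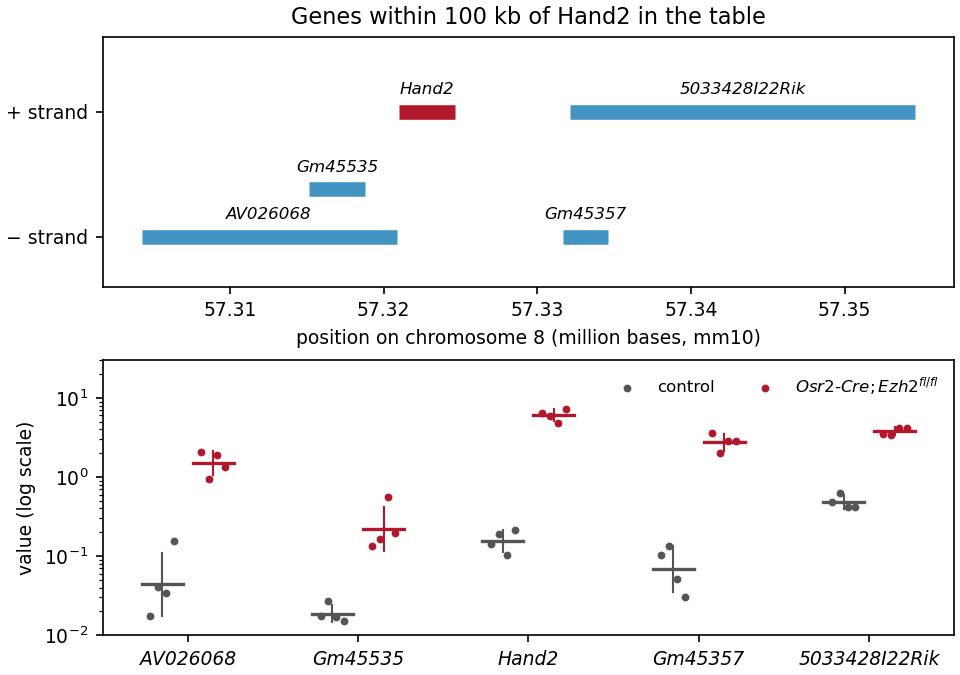
Upper part, position on chromosome 8 (x axis, Mb of mm10) and strand (y axis) of *Hand2* and the 4 other genes of the table within 100000 bases. Lower part, value of each gene in each library on a log axis (points) for control (grey) and *Osr2-Cre;Ezh2 fl/fl* (red) molars, with the mean and 1 SD of the log values as lines; for all 5 genes the 4 *Osr2-Cre;Ezh2 fl/fl* libraries lie above the 4 control libraries.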

Patterning genes such as Hox family members and *Hand2* were highly enriched and among the top twenty upregulated genes, indicating their potential role in root furcation development. The proliferation of dental mesenchymal cells has been shown to regulate tooth root furcation formation (Sohn et al., 2014). 

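*Cdkn2a* lies on the minus strand of chromosome 4 of mm10 from 89274471 to 89294653 and overlaps no other annotated gene. Its values were 0.122, 0.148, 0.155 and 0.122 in control libraries 1 to 4, corresponding to 6, 10, 8 and 7 estimated reads. In *Osr2-Cre;Ezh2 fl/fl* libraries 1 to 4 they were 1.914, 1.501, 1.881 and 2.233, corresponding to 100, 98, 132 and 172 estimated reads. The means were 0.137 ± 0.0171 (SD, n = 4) and 1.88 ± 0.299 (SD, n = 4), a ratio of 13.8. The lowest *Osr2-Cre;Ezh2 fl/fl* library was above the highest control library (two-sided exact permutation test, p = 0.0286, the smallest p this design allows). On the log2(value + 1) scale the log2 fold change was 1.34 (standard error 0.10, adjusted p = 0.000439 from limma). With the replicate block it had an adjusted p of 0.0128. Leaving out each library in turn gave log2 fold changes from 1.28 to 1.40 and adjusted p-values of at most 0.00372 from the same test. The values are summed over the transcripts of the gene and do not tell its alternative products apart.

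*Cdkn2b*, the neighbouring inhibitor gene on the same strand from 89306299 to 89311039, had mean values of 0.945 ± 0.449 in control and 1.69 ± 0.836 in *Osr2-Cre;Ezh2 fl/fl* molars (SD, n = 4 each). Its log2 fold change was 0.45 (standard error 0.23, adjusted p = 0.478 from limma, exact permutation p = 0.143). With the ameloblast covariate, chosen after the data were seen, it was 0.74 with an adjusted p of 0.0368 from limma. The result for *Cdkn2b* was unchanged under 25 of its 26 alternatives. Of the 7 Cdkn1 and Cdkn2 family genes tested, *Cdkn2a* was the only one with an adjusted p under 0.05, both without and with the replicate block. As a set they had a mean log2 fold change of 0.30 and a median of 0.18. Limma's camera test, which allows for inter-gene correlation, gave p = 0.042, and p = 0.104 with the block. Over the other scalings camera gave p from 0.0272 with quantile normalization to 0.0589 with equal upper quartiles of the genes tested. *Cdkn1a* was lower, with a log2 fold change of -0.34. The set includes *Cdkn2a* and was not tested without it, so its result is not separate from that of *Cdkn2a*.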

Interestingly, we found that *Cdkn2a*, a cell cycle inhibitor, was also upregulated in the root-forming dental mesenchyme in *Osr2-Cre;Ezh2^fl/fl^* molars, consistent with the observed reduction in cell proliferation activity. Therefore, we hypothesized that Cdkn2a may be a downstream target of Ezh2 involved in root furcation development. In order to test our hypothesis, we first examined the expression of Cdkn2a in the molar root-forming region and found that it was upregulated in *Osr2-Cre;Ezh2^fl/fl^* mice (Figure 7B and D), whereas the level of Cdkn2a expression was restored to the level in control samples in *Osr2-Cre;Ezh2^fl/fl^;Arid1a^fl/+^* molars (Figure 7F). Based on this finding, we further examined cell proliferation activity in the root-forming region and found that proliferation was also restored in *Osr2-Cre;Ezh2^fl/fl^;Arid1a^fl/+^* molars (Figure 7C, E, G and H). Furthermore we performed the CHIP sequencing of H3K27Me3 in root mesenchyme of the control molars. Interestingly, our data have shown that the Hox genes and Cdkn2a are in the H3K27Me3 binding sites (Figure 7—figure supplement 1), which is consistent with our RNA sequencing data. Collectively, our data highlight a critical role for the antagnistic interaction between Ezh2 and Arid1a in controlling Cdkn2a expression in regulating cell proliferation during root patterning and furcation development.

**Figure 7.**
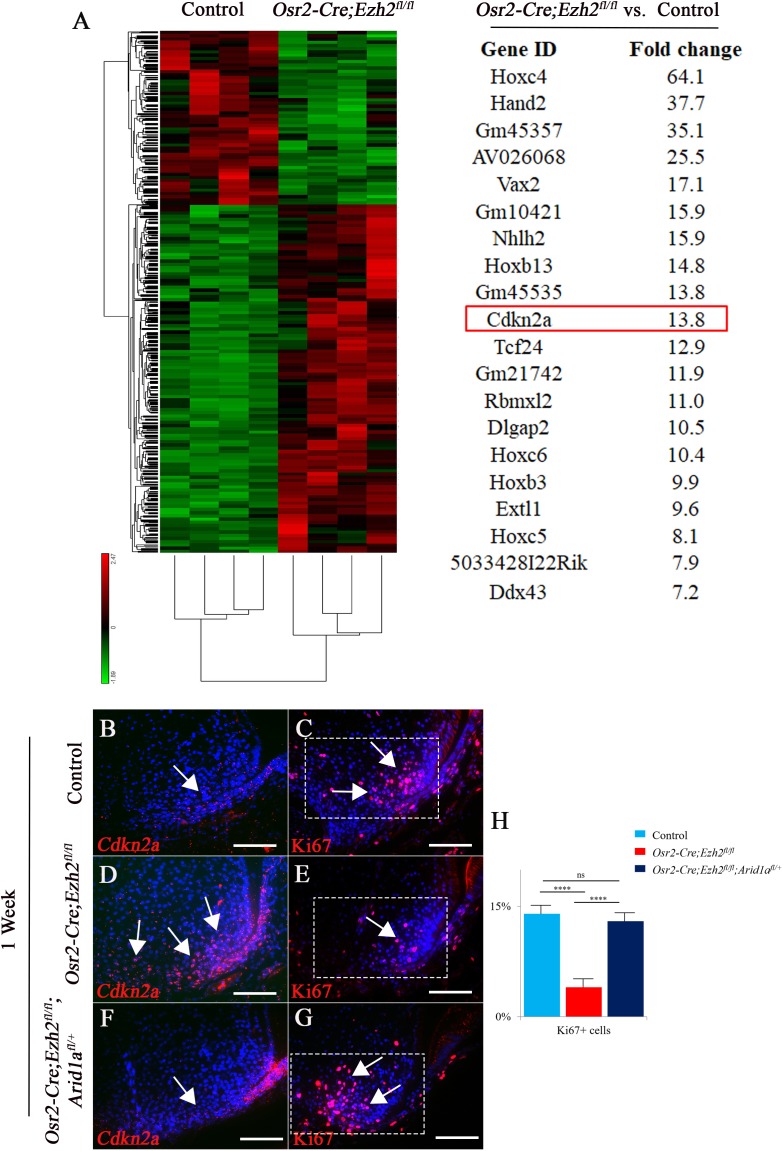
RNA-sequencing analysis from control and *Osr2-Cre;Ezh2^fl/fl^* molars. (**A**) Heatmap and list of top twenty upregulated genes (red highlights Cdkn2a) generated from RNA-sequencing. (**B-G**) *Cdkn2a* and Ki67 staining of control, *Osr2-Cre;Ezh2^fl/fl^* and *Osr2-Cre;Ezh2^fl/fl^;Arid1a^fl/+^* molars at 1 week of age. (**H**) quantitation of Ki67+ cells in boxed areas of C, E and G presented as mean ± SD with n = 4. Arrows indicate positive signal. ns, not significant. ***, p<0.001. Scale bars, 100 μm. Statistical analyses were performed using one-way ANOVA. 10.7554/eLife.46426.019Figure 7—source data 1.Source data for Figure 7H.

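For each of the 20 genes in the list of Figure 7A, all 4 *Osr2-Cre;Ezh2 fl/fl* libraries had higher values than all 4 control libraries. The list was drawn from these same libraries as the most upregulated genes, so this separation is largely a result of how the genes were chosen. The share of 1.43% of arrangements that place the 4 *Osr2-Cre;Ezh2 fl/fl* libraries on top holds only for a gene chosen without regard to its values. Of the 20 genes, 8 passed the filter on low values, and all 8 had an adjusted p under 0.05 in limma's test: *Hand2*, *Gm45357*, *Nhlh2*, *Cdkn2a*, *Tcf24*, *Rbmxl2*, *Extl1* and *5033428I22Rik*. Among them *Extl1* had the highest values, 1.58 ± 0.351 in control and 15.1 ± 5.84 in *Osr2-Cre;Ezh2 fl/fl* molars (SD, n = 4 each), with a log2 fold change of 2.56 (standard error 0.28, adjusted p = 0.00325). *Tcf24* had a log2 fold change of 2.22 (standard error 0.12, adjusted p = 9.13e-05) and *Nhlh2* one of 1.99 (standard error 0.23, adjusted p = 0.00385). *Tcf24* overlaps *E330040D14Rik* on the opposite strand.

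When all 20926 genes were tested without the filter, 14 of the 20 had an adjusted p under 0.05, and 11 did with the replicate block in addition. The largest adjusted p of the 20 without the filter was 0.185, for *Gm45535*. For 9 of the 20 genes, all 4 control libraries were at or under 3 estimated reads, so that the size of the change against control is a lower bound. *Vax2* was at least 8.16-fold higher in *Osr2-Cre;Ezh2 fl/fl* molars, *Gm10421* at least 6.46-fold, and *Gm21742*, a pseudogene on chromosome Y, at least 5.10-fold. *Ddx3y*, also on chromosome Y, had values of 46.4, 82.6, 43.5 and 31.2 in the controls and 73.0, 0.0455, 0.0424 and 56.9 in *Osr2-Cre;Ezh2 fl/fl* libraries 1 to 4, so that *Gm21742* was higher in *Osr2-Cre;Ezh2 fl/fl* libraries 2 and 3 (8 and 27 estimated reads) without *Ddx3y*. *Dlgap2* (2 to 11 estimated reads in control and 16 to 156 in *Osr2-Cre;Ezh2 fl/fl* libraries) had an adjusted p of 0.068 without the filter, and *Ddx43* (7 to 12 and 44 to 112) one of 0.00185.

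**Figure D3:**
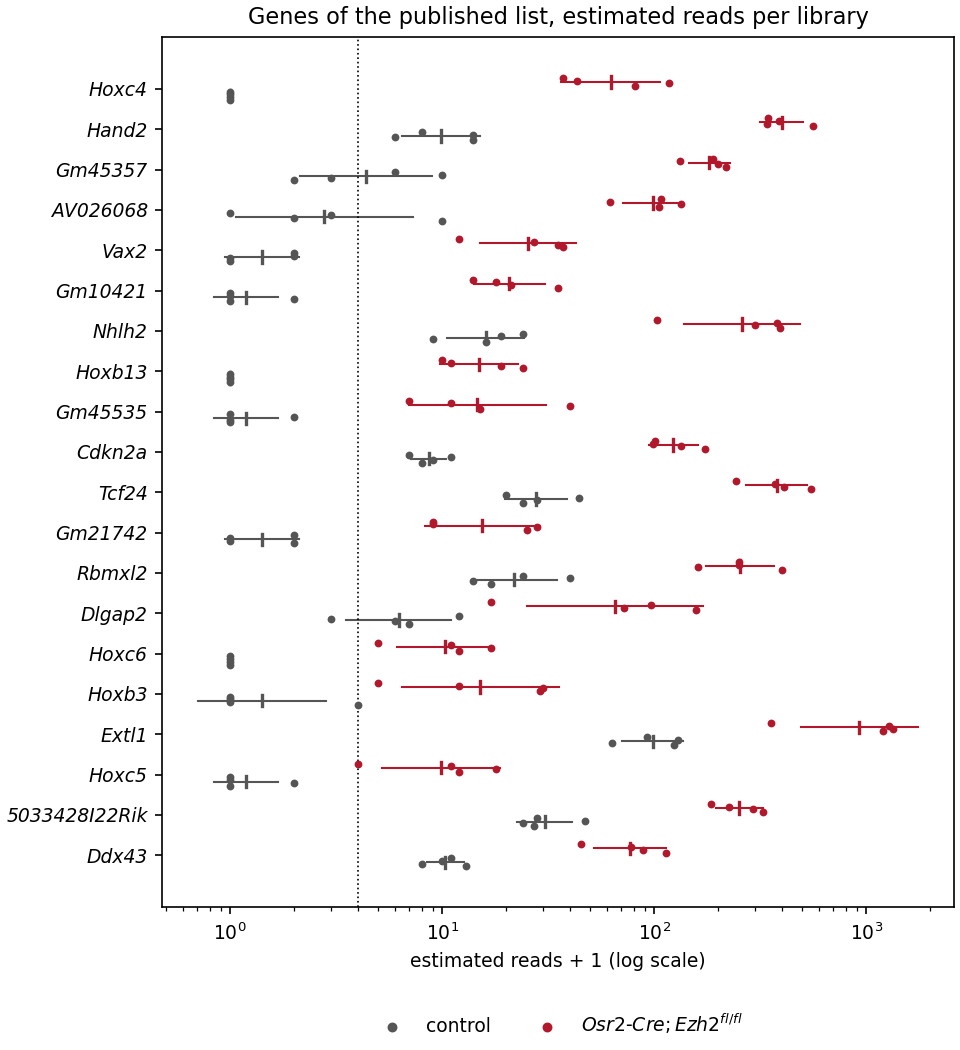
Estimated reads plus 1 in each library (x axis, log scale) for the 20 genes of the published list (y axis), 1 point per library, with control in grey and *Osr2-Cre;Ezh2 fl/fl* in red. The vertical lines are means and the horizontal lines 1 SD of the log values. The dotted line stands for 3 reads; for 9 genes all 4 control libraries lie on or left of it, and *Hoxc4* has 0 reads in each.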

**Figure 7—figure supplement 1.**
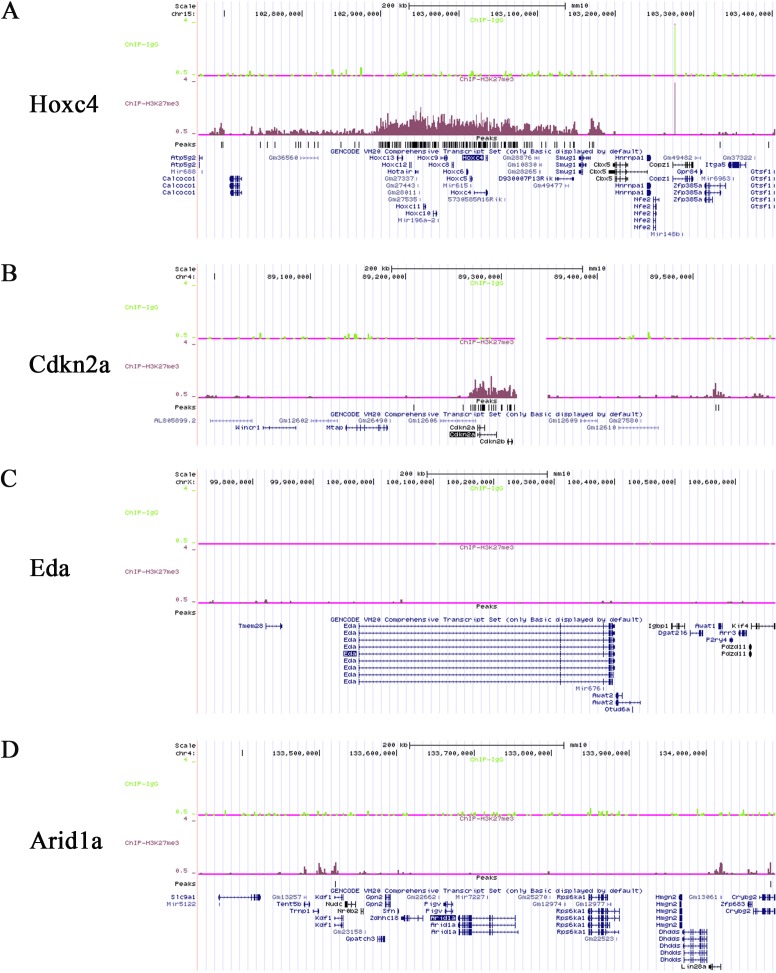
ChIP-seq signals of H3K27Me3 ChIP-sequencing from wild type mouse molars. (**A-D**) ChIP-seq signals of *Hoxc4*, *Cdkn2a*, *Eda* and *Arid1a* from H3K27Me3 ChIP-sequencing of mouse molars from three-day-old wild type mice.

## Discussion

### Mesenchymal signaling controls root patterning during tooth morphogenesis

Epithelial-mesenchymal interaction is crucial for organ patterning and morphogenesis. During the formation of branched organs, the mesenchyme can instruct the epithelium to form branching patterns. For example, various types of signaling in the mesenchyme, including WNT, hedgehog (HH) and bone morphogenetic protein (BMP), play important roles in regulating branch patterning and morphogenesis in the salivary gland, kidney and lung (Lu and Werb, 2008). Similarly, epithelial-mesenchymal interaction is also crucial for tooth root patterning and morphogenesis. Previous studies have suggested that the pattern of HERS growth may correlate with the number, length, and shape of roots (Kumakami-Sakano et al., 2014). Furthermore, HERS provides instructive signals that contribute to the induction of dental mesenchyme differentiation, suggesting that it functions as a signaling center to guide root formation (Huang et al., 2009; Li et al., 2017). For example, HERS-derived TGFβ/BMP signaling regulates root dentin formation through Nfic expression in the dental mesenchyme (Huang et al., 2010). Previous studies have suggested that the pattern of the cervical epithelial diaphragm may guide furcation formation, and signals from HERS may have a critical impact on determination of the root number. For instance, the Eda pathway is specifically active in HERS in mouse molars. Cell proliferation activity is altered in the dental mesenchyme in *Eda* mutant molars with delayed furcation formation, suggesting that epithelial-derived signals may regulate furcation development through epithelial-mesenchymal interaction (Fons Romero et al., 2017). Recent studies have begun to explore the role of the dental mesenchyme in regulating root patterning and furcation development. The directionality of HERS growth may be regulated by differential proliferation of mesenchymal cells in furcation-forming and root-forming regions, which in turn determines root number (Sohn et al., 2014). However, the key determinant for root patterning remained unknown.

In this study, we found that loss of *Ezh2* in the tooth mesenchyme transformed multi-rooted molars into single-rooted ones in the mouse, suggesting the significance of the dental mesenchyme in regulating root pattern and furcation development. In contrast, loss of *Ezh2* in the dental epithelium resulted in delayed furcation development without affecting root patterning. These data suggest that signals from the mesenchyme, rather than the epithelium, are the driving force behind tooth patterning. It is possible that loss of Ezh2 in the dental mesenchyme affects the growth of HERS through mesenchymal-epithelial interaction. This is highlighted by the phenotype in which the epithelial diaphragm fails to fuse at the future furcation site in *Osr2-Cre;Ezh2^fl/fl^* mice. Previous studies have also highlighted that root defects are mainly related to signaling alterations in the mesenchyme rather than the epithelium (Li et al., 2017). Moreover, in humans, mutations adversely affecting the dental mesenchyme are closely associated with tooth root defects. For example, dentinogenesis imperfecta type I (attributed to mutations in *COL1A1* and *COL1A2*) and dentinogenesis imperfecta type II (caused by mutations in *DSPP*) both involve root defects. Furthermore, X-linked hypophosphatemia (linked to mutations in *PHEX*), which results in hypomineralized dentin and enlarged pulp cavities, results in a phenotype similar to taurodontism without apical displacement of the furcation (Fong et al., 2009; Li et al., 2017). Taking all these lines of evidence together, we conclude that mesenchyme-derived signals are the key determinant of root patterning.

It is interesting to note that dental cusp and root patterning can be regulated independently because loss of Ezh2 in the dental mesenchyme does not adversely affect dental cusp patterning though it results in a root patterning defect. Importantly, alveolar bone formation is intimately linked to root patterning and development. It is well known that proper integration between the dental root and alveolar bone is of paramount importance for our dentition. Future study will allow us to investigate whether there are common or predetermined progenitor cells that contribute both to root and alveolar bone formation. Osr2-Cre is active in the dental mesenchyme including both the dental follicle and dental papilla. The dental follicle gives rise to periodontal tissues such as alveolar bone and PDL, which have a critical impact on tooth root development and tooth eruption (Takahashi et al., 2019), implying the interaction between periodontal tissue and tooth root development. In our study, loss of alveolar bone and PDL in the mouse molar correlated with the observed root furcation defect. However, whether the alveolar bone and PDL defects are primary malformations or the result of root furcation defect still needs to be further investigated.

### Epigenetic factors in regulating organ patterning and development

Although various signaling pathways have been reported to play crucial roles in organ patterning and morphogenesis, such as BMP, TGFβ, WNT, FGF, and HH, the function of epigenetic regulation in organ patterning is largely unknown. The antagonism between PRCs and SWI/SNF complexes is crucial in both development and disease. For example, SWI/SNF antagonizes Polycomb-mediated transcriptional repression and suppresses Cyclin E transcription, arresting the cell division of myogenic precursors during muscle differentiation (Ruijtenberg and van den Heuvel, 2015). In human malignant rhabdoid tumors, loss of SMARCB1 (a subunit of SWI/SNF) leads to Polycomb-mediated repression of genes that suppress proliferation; when SMARCB1 is re-expressed, Polycomb is removed from the chromatin and DNA methylation is lost (Kadoch et al., 2016). However, there is virtually no information on how PRCs and SWI/SNF exert epigenetic control over organ patterning and development in mammals. In this study, we found that antagonistic interaction between Ezh2 and Arid1a is indispensable for tooth root furcation patterning. Interestingly, Ezh2 represses the Hox gene family, and many Hox genes can suppress osteochondrogenesis (Creuzet et al., 2002). 

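The table of values holds 11 of the 39 mouse Hox genes, from the Hoxb, Hoxc and Hoxd clusters; the others were not analysed here. Without the filter on low values, 8 of the 11 had a positive log2 fold change in *Osr2-Cre;Ezh2 fl/fl* molars under each of the 4 scalings tried. At an unadjusted p under 0.05, 6 were upregulated (*Hoxb2*, *Hoxb3*, *Hoxb13*, *Hoxc4*, *Hoxc5* and *Hoxc6*) and none were downregulated. After adjustment over all 20926 genes 2 remained, *Hoxc4* and *Hoxb13* (one-sided Fisher's exact test against all genes, p = 0.00762), and 1, *Hoxc4*, with the replicate block (p = 0.0291). Adjusted over the 11 Hox genes alone, 6 were called, and 5 with the block. *Hoxc5* and *Hoxc6* overlap on the same strand. In *Osr2-Cre;Ezh2 fl/fl* libraries 1 to 4, *Hoxc5* had 3, 10, 17 and 11 estimated reads and *Hoxc6* had 4, 10, 16 and 11. The same reads may have been counted for both, so they may not be separate members in these counts and in the family mean. The mean log2 fold change of the 11 genes was 0.20, and limma's camera test of the family as a set, which allows for inter-gene correlation, gave p = 0.0664, or 0.0834 with the block. The paper named the Hox family for its members among the most upregulated genes of these same libraries, *Hoxc4* and *Hoxb13* included. The Fisher and camera tests of the family are therefore not independent of how it was chosen.

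The members differed. *Hoxd8*, the only Hox gene that passed the filter, had mean values of 2.28 ± 0.441 in control and 2.18 ± 0.284 in *Osr2-Cre;Ezh2 fl/fl* molars (SD, n = 4 each). Its log2 fold change was -0.04 (standard error 0.12, adjusted p = 0.951 from limma), within the spread between replicates. *Hoxd9* (mean values 0.359 ± 0.228 and 0.335 ± 0.120) and *Hoxc13* (0.423 ± 0.274 and 0.286 ± 0.142) did not differ by more than that spread either (two-sided exact permutation tests, p = 0.857 and 0.486, n = 4 each). *Hoxb2* was present in control molars with 12 to 26 estimated reads and had 25 to 43 in *Osr2-Cre;Ezh2 fl/fl* molars, a ratio of means of 1.59. *Hoxd4* had 8 to 16 and 14 to 28 estimated reads, with overlapping groups (exact permutation p = 0.114). *Hoxc9* had at most 1 estimated read in each control library and 3, 3, 6 and 23 in *Osr2-Cre;Ezh2 fl/fl* libraries 1 to 4.

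**Figure D4:**
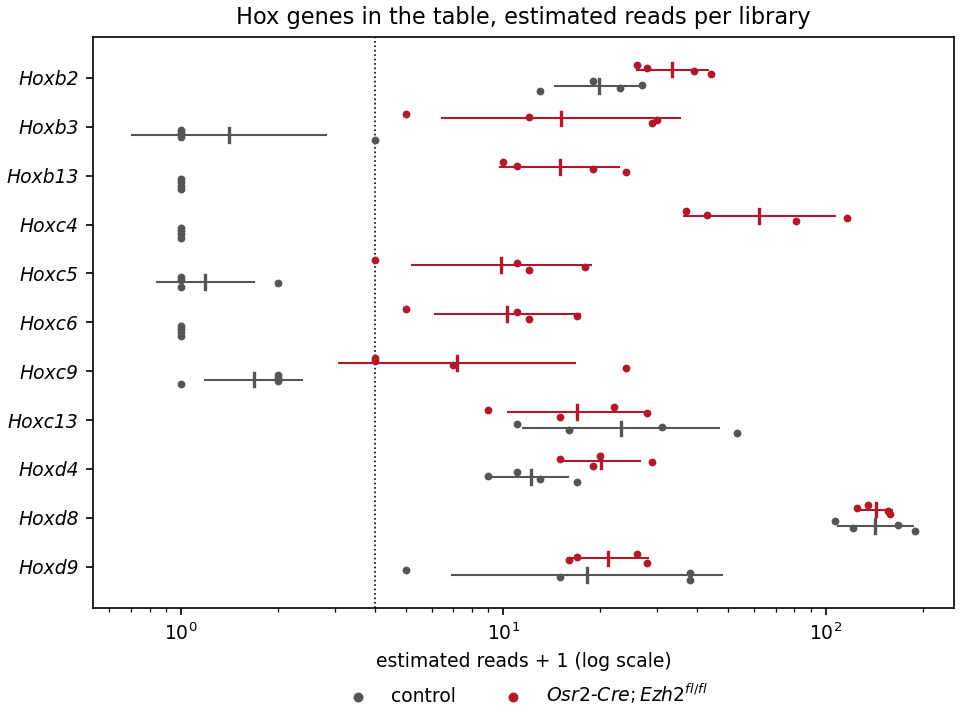
Estimated reads plus 1 in each library (x axis, log scale) for the 11 Hox genes in the table (y axis), 1 point per library, with control in grey and *Osr2-Cre;Ezh2 fl/fl* in red. The vertical lines are means and the horizontal lines 1 SD of the log values, and the dotted line stands for 3 reads. *Hoxb2*, *Hoxc13*, *Hoxd4*, *Hoxd8* and *Hoxd9* overlap between the groups on this scale, while *Hoxb13*, *Hoxc4* and *Hoxc6* have 0 reads in all 4 control libraries.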

In particular, cells in pharyngeal arch one and the anterior domains of neural crest cells (NCCs) do not express Hox genes, thus enabling the cartilage and bony elements of the face to form (Minoux et al., 2017). Although migration of NCCs and their localization to target structures are not impaired by loss of Ezh2, craniofacial osteochondrogenesis is suppressed in *Wnt1-Cre;Ezh2^fl/fl^* mice (Schwarz et al., 2014). In our study, we found that loss of *Ezh2* in the dental mesenchyme also affected dental follicle-derived tooth root-supporting tissue including PDL and alveolar bone, likely through overactivation of Hox genes, indicating that the differentiation of dental follicle-derived cells is also Ezh2-dependent.

A previous study has shown that inhibition of Ezh2 methyltransferase activity can inhibit tumor cells in an *Arid1a*-mutated model, highlighting the antagonism of Ezh2 and Arid1a in tumor formation. Interestingly, Arid1a knockdown does not affect Ezh2 expression, and the antagonism between Ezh2 and Arid1a occurs on the functional level (Bitler et al., 2015). Similarly, in our study, we found that loss of *Ezh2* does not affect Arid1a expression but instead works antagonistically with Ezh2 to control the furcation pattern, possibly via regulation of Cdkn2a, suggesting Ezh2 may antagonize Arid1a on the functional level in this domain as well. Cdkn2a is a well-known cell cycle inhibitor. Previous studies have shown that Cdkn2a is involved in cell cycle regulation in various physiological process as a downstream target of PRC2. For example, Cdkn2a serves as a cell cycle regulator downstream of Ezh2 in a variety of cancers (Kim and Roberts, 2016). In our study, Cdkn2a is likely the master cell cycle regulator that controls the root furcation development via regulating the cell proliferation activity in the root apical region. Taken together, our results highlight the importance of the fine-tuned balance between antagonistic epigenetic regulators Ezh2 and Arid1a in tooth root patterning and development.

From an evolutionary perspective, our results clearly demonstrate that epigenetic regulation plays a key role in dental root patterning and development. Neanderthal molars have a taurodont phenotype with a longer root trunk than the ones seen in anatomically modern humans and show late bifurcation or trifurcation of the roots (Macchiarelli et al., 2006). In our study, loss of *Ezh2* in the tooth epithelium recaptures the taurodont phenotype, indicating the potential role of epithelial Ezh2 in human evolution. Importantly, it has been suggested that the root attachment area is adaptively linked to the differing occlusal loads and mechanical resistance levels of foods eaten by mammals. For instance, primates that eat hard substances exhibit larger root surface areas than those that feed on less mechanically resistant foods (Kupczik and Hublin, 2010). Some of the ways by which selective mechanisms may have operated to maximize root surface area are to increase the number of roots or lengthen the root, thus stabilizing the dentition. The well-separated dental roots offer improved stability for our dentition within the jawbones in modern humans. Collectively, a better understanding of the mechanisms involved in determination of tooth root patterning and development can therefore provide critical clues about human evolution, as well as potential therapeutic approaches to tooth regeneration.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (M. musculus)	*Arid1a^flox/flox^*	Jackson Laboratory	Stock No. 027717; RRID:IMSR_JAX:027717	
Strain, strain background (M. musculus)	*Dmp1-Cre*	Jackson Laboratory	Stock No. 023047; RRID:IMSR_JAX:023047	
Strain, strain background (M. musculus)	*Ezh2^flox/flox^*	Jackson Laboratory	Stock No. 022616; RRID:IMSR_JAX:022616	
Strain, strain background (M. musculus)	*Krt14-Cre*	Jackson Laboratory	Stock No. 018964; RRID:IMSR_JAX:018964	
Strain, strain background (M. musculus)	*Osr2-Cre*	Rulang Jiang, Cincinnati Children’s Hospital		
Genetic reagent (M. musculus)	anti-Cdkn2a probe	Advanced Cell Diagnostics	Cat# 411011	
Antibody	Rabbit monoclonal anti-Arid1a	Abcam	Cat# ab182561	(1:100)
Antibody	Rabbit monoclonal anti-Ki67	Abcam	Cat# ab16667; RRID:AB_302459	(1:200)
Antibody	Rabbit monoclonal anti-Ezh2	Cell Signaling Technology	Cat# 5246S; RRID:AB_10694683	(1:200)
Antibody	Rabbit monoclonal anti-H3K27Me3	Cell Signaling Technology	Cat# 9733S; RRID:AB_2616029	(1:100)
Antibody	Rabbit polyclonal anti-Periostin	Abcam	Cat# ab14041; RRID:AB_2299859	(1:100)
Antibody	anti-Rabbit Alexa Fluor 568	Life Technologies	Cat# A-11011; RRID:AB_143157	(1:200)
Antibody	anti-Mouse Alexa Fluor 568	Life Technologies	Cat# A-11004; RRID:AB_2534072	(1:200)
Commercial assay or kit	In Situ Cell Death Detection Kit	Roche Life Science	Cat# 11684795910	
Commercial assay or kit	RNeasy Micro Kit	QIAGEN	Cat# 74004	
Commercial assay or kit	Chromatrap Enzymatic Shearing Kit	Chromatrap	Cat# 500165	
Software, algorithm	ImageJ	NIH	RRID:SCR_003070	
Software, algorithm	GraphPad Prism	GraphPad Software	RRID:SCR_002798	

### Animals and procedures

*Arid1a^fl/fl^* (Gao et al., 2008), *Dmp1-Cre* (Lu et al., 2007), *Ezh2^fl/fl^* (Shen et al., 2008), *Krt14-Cre* (Fell et al., 2014), and *Osr2-Cre* (gift from Rulang Jiang, Cincinnati Children’s Hospital, Tian et al., 2017) mouse lines were used and cross-bred as needed in this study. All mouse experiments were conducted in accordance with protocols approved by the Department of Animal Resources and the Institutional Animal Care and Use Committee of the University of Southern California.

All mice were housed in pathogen-free conditions and analyzed in a mixed background. Mice were identified by ear tags. Genotyping was conducted on tail samples. Tail biopsies were lysed through incubation at 55°C overnight in DirectPCR tail solution (Viagen 102 T) followed by 85°C heat inactivation for 30 min and PCR-based genotyping (GoTaq Green MasterMix, Promega, and C1000 Touch Cycler, Bio-rad). Mice were euthanized by carbon dioxide overdose followed by cervical dislocation. All mice were used for analysis regardless of sex.

### Immunofluorescence and in situ hybridization (ISH)

For immunofluorescence analysis, mouse mandibles were dissected, fixed in 4% PFA overnight, and decalcified with 10% EDTA for 4 weeks. Then, the tissues were incubated with 15% sucrose for 2 hr and 30% sucrose overnight, followed by embedding in OCT. Frozen tissue blocks were sectioned at 10 mm on a cryostat (Leica) and mounted on SuperFrost Plus slides (Fisher). The tissue sections were blocked for 1 hr at room temperature in blocking solution (Vector Laboratories). Sections were then incubated with primary antibodies diluted in blocking solution at 4°C overnight. After washing three times with PBS, sections were incubated with secondary antibodies in blocking solution at room temperature for 1 hr. DAPI was used for nuclear staining and all images were acquired using a Keyence microscope (Carl Zeiss).

In situ hybridization was performed using RNAscope multiplex fluorescent assay (Advanced Cell Diagnostics). Briefly, tissues were fixed in 4% PFA overnight at room temperature before cryosectioning. ISH was performed on 10 μm sections according to the manufacturer’s instructions.

### MicroCT analysis

MicroCT analysis was performed using a SCANCO μCT50 device at the University of Southern California Molecular Imaging Center. The microCT images were acquired with the x-ray source at 70 kVp and 114 μA. The data were collected at a resolution of 10 μm. Three-dimensional (3D) reconstruction was done with AVIZO 7.1 (Visualization Sciences Group).

### TUNEL assays

Specimens were harvested, fixed overnight in 4% PFA, and decalcified in 10% EDTA for four weeks. Tissues were embedded in OCT compound (Sakura Tissue-Tek 4583), frozen, and sectioned at 8–10 µm thickness. Apoptotic cells were detected with the In Situ Cell Death Detection Kit (Roche Life Science 11684795910) following the recommended protocol.

### RNA-sequencing

Molar samples from three-day-old *Ezh2^fl/fl^* (control) and *Osr2-Cre;Ezh2^fl/fl^* mice (n = 4 per group) were collected for RNA isolation with RNeasy Micro Kit (QIAGEN). The quality of RNA samples was determined using an Agilent 2100 Bioanalyzer and all samples for sequencing had RNA integrity (RIN) numbers > 7.0. cDNA library preparation and sequencing were performed at the Epigenome Center of the University of Southern California. Single-end reads with 75 cycles were performed on Illumina Hiseq 4000 equipment for three pairs of samples. Raw reads were trimmed, aligned using TopHat (version 2.0.8) with the mm10 genome, and normalized using RPKM. Differential expression was calculated by selecting transcripts that changed with a significance of p<0.05.

### ChIP-sequencing

Molar samples from three-day-old wildtype mice were collected to performed ChIP-sequencing using H3K27me3 antibody (Cell signaling) and Chromatrap Enzymatic Shearing Kit (Chromatrap). ChIP DNA was quantified by Bioanalyzer and sequencing libraries construction were prepared using the standard Illumina ChIP-seq protocol. Technology Center for Genomic and Bioinformatics, University of California, Los Angeles constructed the library and sequenced the ChIPseq libraries on Illumina Nextseq 500 platform. Reads were mapped to NCBI mouse reference genome (Genome Reference Consortium Mouse Build 38, Jan 2012) using Burrows-Wheeler Alignment (BWA) tool. The uniquely mapped reads were used to identify the regions in the genome with significant enrichment of H3K27me3 modification. The aligned bam files were sorted using SAMtools followed by peak calling by MACS2-2.1.1 using broad calling with p<0.005.

### Statistical analysis

GraphPad Prism was used for statistical analysis. All bar graphs display mean ± SD (standard deviation). Significance was assessed by independent two-tailed Student’s t test or analysis of variance. p<0.05 was considered statistically significant.

### ImageJ image analysis

ImageJ was used to determine the percentage of the immunostained area. Positive immunofluorescence signals in molar apical regions were first converted to 8-bit binary images and measured using the ‘Analyze Particles’ function. The derived area was then divided by the total area of apical regions to calculate the percentage of positive immunostaining.

### Data availability

The GEO accession number for the RNA sequencing and ChIP sequencing data reported in this paper is GSE131684.

## Data Availability

The GEO accession number for the RNA sequencing and ChIP sequencing data reported in this paper is GSE131684. The following dataset was generated: JunjunJingJifanFengJingyuanLiJinzhiHeThach-VuHoXuedongZhouMarkUrataYangChai2019Antagonistic interaction between Ezh2 and Arid1a coordinates root patterning and development via Cdkn2a in mouse molarsNCBI Gene Expression OmnibusGSE13168410.7554/eLife.46426PMC660258031259687

How the deposited data were processed for this re-analysis (not part of the article)

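RNA-seq values of molar mesenchyme from PN day 3 mice were analysed in 8 libraries, 4 from Ezh2 fl/fl (control) and 4 from *Osr2-Cre;Ezh2 fl/fl* mice. Group and replicate number of each library were taken from the sample labels and the paper's methods, and each column of the table from its match to a sample title. No library was left out. The table has 0 other columns of per-sample values.

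The authors trimmed single-end reads, aligned them with TopHat to the mm10 genome and, by the paper's methods, normalized them by RPKM. The deposited values were treated as a signal and not as RPKM or counts, because they carry no gene-length factor and are not whole reads. In each library the values are never 0, and 61.2% of the values under 20 times the library's smallest value are whole multiples of it (57.4% to 62.8% in single libraries). The 75th percentiles lie between 38.455 and 38.463, while the sums of the values differ. The smallest value of a library was therefore taken as the value of 1 read added to every gene before scaling. The estimated reads, which are the value divided by the library's smallest value, minus 1, are given beside low values and carry counting error only. The paper's text does not state this offset or the gene filter. Every one of the 20926 genes has at least 10 estimated reads in at least 1 library. Because many estimated reads are not whole, no test for counts was run on them. The estimated depth was 50.4, 66.8, 52.8 and 61.9 M reads in control libraries 1 to 4 and 48.3, 60.3, 64.1 and 68.8 M in *Osr2-Cre;Ezh2 fl/fl* libraries 1 to 4. An amount of 3 reads was taken as the smallest amount the depth can show, a value of 0.0387 to 0.0569 depending on the library. Where all libraries of a group are at or under 3 reads, a fold change is given as a lower bound against that floor.

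Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend) on log2(value + 1), over the 14854 genes with a value of at least 1 in at least 4 of the 8 libraries, and p-values were adjusted by the Benjamini-Hochberg method. Gene sets were tested with limma's camera, with the inter-gene correlation estimated from the data. Differences in single genes were also tested with two-sided exact permutation tests over the 70 arrangements of the 8 libraries, for which the smallest p is 0.0286. The replicate numbers 1 to 4 are shared by the groups in the sample labels. The paper's methods mention 3 pairs of samples, but they give 4 samples per group, do not say which libraries form a pair and name no paired test. The main model was therefore fitted without the replicate block, and the block is given as an alternative. The model was tested on simulated data, with reads drawn around the real means and 200 genes changed by known amounts, of which 199 were among the 14932 genes that passed the filter there. It recovered 99.5% of the 200 changed genes, 5.24% of its calls were false, and with no changed gene it made 0 calls at an adjusted p under 0.05. The simulated changes were at least 2-fold, the dispersion was the same for all genes, and no variation was shared between genes. In the real libraries genes varied together, with an inter-gene correlation of 0.802 in the proliferation genes. The rates therefore hold for the simulated setting and are not error rates of the real comparison.

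The genes named in the text are those the paper names for this experiment, the members of gene lists fixed beforehand (Hox genes, Polycomb and SWI/SNF genes, cell cycle inhibitors, proliferation, odontoblast, bone and periodontal ligament, epithelium, muscle and sex-specific genes), and the 5 largest rises and 5 largest falls in log2 fold change among genes with an adjusted p under 0.05 whose 4 *Osr2-Cre;Ezh2 fl/fl* values all lie on one side of the 4 control values. Genes named beyond this rule are marked as chosen after their values were seen. Coordinates are those of GENCODE mouse release 21 on GRCm38, the same build as mm10. Of the 20926 gene names, 20089 were found there and 18595 had the same chromosome and start. For 17990 of these the end in the table is 1 base past the GENCODE end. The genes *AV026068*, *Gm45357* and *Gm45535* are placed by the table's own coordinates. Gene length and GC content were taken from the same release with Python 3.11.15 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

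The alternatives were other pseudocounts (0.1, 0.01 and 5), no filter and a filter at a value of 10, other scalings between libraries, limma without the trend, with robust moderation, without moderation and with array weights, the replicate block, log2 *Xist* as a covariate, each library left out in turn, fold-change limits of 1.5 and 2, ratios of group means, and a preset inter-gene correlation of 0.01 in camera. A further 3 alternatives were chosen after the data were seen: limma's voom on the estimated reads without a filter, log2 of the deposited value with neither pseudocount nor filter, and the mean log2 level of *Amelx*, *Ambn* and *Enam* as a covariate.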

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

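The tests of the other splits of the libraries, of scaling, of low values, of depth and of the region around *Osr2* were chosen only after the result they bear on was seen, and *Bmi1* and the genes near *Osr2* were named after their values were seen. The tests of gene length, GC content and sex were chosen before. Those of *Commd3* and the Polycomb repressive complex 1 genes bear on *Bmi1*, so they do not count as chosen before its rise was seen. The ameloblast covariate was chosen after the data were seen, though before its effect on the share of upregulated genes was.

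One library stood far from the other 3 of its group on the log2(value + 1) scale in 6 of 88 groups of 4 examined, where chance gives about 4.4. *Ezh2* was 55.0 in control library 1 against 38.3 to 39.6 in the other controls. *Gm45535* was 0.566 in *Osr2-Cre;Ezh2 fl/fl* library 3 against 0.133 to 0.194, and *Hoxc9* was 0.310 in *Osr2-Cre;Ezh2 fl/fl* library 4 against 0.0607 to 0.099. *Hoxb3* was 0.0612 in control library 4, which is 3 estimated reads, against 0.0134 to 0.0174. *Commd3* was 71.7 in control library 1 against 74.6 to 75.2, and *Lmcd1* was 4.81 in *Osr2-Cre;Ezh2 fl/fl* library 3 against 6.87 to 7.06. The *Hoxb3*, *Hoxc9* and *Gm45535* values rest on at most 39 reads. No explanation was tested for these single values. Without control library 1 the log2 fold change of *Ezh2* was -0.33, still negative.

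The paper does not discuss several genes whose *Osr2-Cre;Ezh2 fl/fl* and control libraries do not overlap, which for a single gene happens by chance in 2.86% of arrangements and here was part of how the genes were chosen. Of the largest rises, the log2 fold change was 2.23 for *Olfr1372-ps1* (6.69 ± 0.931 in control and 35.8 ± 9.50 in *Osr2-Cre;Ezh2 fl/fl* molars, SD, n = 4 each, adjusted p = 0.000569 from limma) and 2.10 for *Col9a1* (3.21 ± 0.924 and 17.9 ± 6.83, adjusted p = 0.00838). *Olfr1372-ps1* is a pseudogene that overlaps *Gm26551* on the same strand, so its reads are uncertain. The largest falls were *Vat1l* with -1.52 (adjusted p = 0.0221), *Sh2d4a* with -1.34 (0.0034), *Rab37* with -1.23 (0.00803), *Nptx2* with -1.17 (0.0034) and *Lmcd1* with -1.12 (0.00566). Each of these 7 genes was higher or lower in 4 of 4 *Osr2-Cre;Ezh2 fl/fl* libraries. With the replicate block, the adjusted p of *Vat1l* rose to 0.105, and those of the other 6 genes lay between 0.00447 and 0.0492. Over the alternatives, the adjusted p ranged from 0.00177 to 0.13 for *Vat1l*, from 0.000355 to 0.0698 for *Rab37*, and from 3.72e-05 to 0.0799 for *Col9a1*, and it stayed at or under 0.0482 for the other 4. No explanation specific to these genes was tested.

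In the list of bone and periodontal ligament genes fixed at the start, *Ibsp*, which encodes a bone sialoprotein, had a log2 fold change of 1.87 (113.9 ± 24.3 in control and 415.6 ± 70.5 in *Osr2-Cre;Ezh2 fl/fl* molars, adjusted p = 0.00126, and from 1.86e-05 to 0.0329 over its 27 alternatives). *Aspn* had one of 1.56, with an adjusted p of 0.0499, and it was no longer past 0.05 under 22 of 27 alternatives. Over all 27 its adjusted p ranged from 0.000906 to 0.197. *Bmi1*, on chromosome 2 from 18677018 to 18686629, had one of 1.03 (49.9 ± 2.31 and 103.3 ± 7.55, adjusted p = 0.00032), higher in 4 of 4 *Osr2-Cre;Ezh2 fl/fl* libraries, with an adjusted p between 2.14e-06 and 0.0128 over its 27 alternatives. *Bmi1* encodes a member of Polycomb repressive complex 1. Read-through from *Commd3*, the gene upstream on the same strand, was tested by its own change, which was 0.273 times that of *Bmi1* on the log2 scale, less than the limit of 0.5 set beforehand. A rise of the complex as a class was tested with its 15 other genes, whose median log2 fold change of 0.05 lay at the 89.9th percentile of 10000 random lists matched on mean value, below the limit of 95. Strain variants at *Bmi1* were not tested, so a response of *Bmi1* to the loss of *Ezh2* remains a hypothesis. For *Ibsp* and *Aspn*, no explanation was tested.

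The excess of upregulated genes was put to several technical explanations. Of the 8 splits of the libraries that part all 4 same-numbered pairs, 3 gave at least as many genes at an unadjusted p under 0.05 as the real one, 1953, and so did 5 of all 35 splits, with up to 2957 genes. The number of calls at that threshold is therefore not set apart from other groupings. The difference of 505 between upregulated and downregulated genes was reached in 1 of the 8 splits, the real one, and in 1 of the 35, where the next largest was 445. The 308 genes at an adjusted p under 0.05 were likewise reached in 1 of the 8 splits and 1 of the 35, where the next largest number was 5. With 8 splits the share cannot go under 0.125, so the comparison restricted to these splits could not have told the real split apart from other groupings and counts neither for nor against it. The others of the 35 splits part fewer same-numbered pairs.

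The share of upregulated genes among those at an unadjusted p under 0.05 was 55.4% with quantile normalization, 58.3% among genes with values of at least 10, 57.6% with the ameloblast transcripts as a covariate and 62.6% with *Xist* as a covariate. It was at least 57.5% in the shortest and longest of 3 classes of gene length and at least 62.7% in the classes of lowest and highest GC content (61.8% in the middle class), over the 89.5% of the tested genes with both properties. None of these brought it to 50%, although scaling, low values and the covariate for ameloblast transcripts lowered it. The share of positive log2 fold changes among all genes tested is a further reference. This reference was 54.1% in the main fit and 49.1% with quantile normalization. With median-of-ratios size factors it was 47.3%, against 54.6% of the called genes. With array weights it was 54.2%, and the share of 54.1% among the called genes did not exceed it. Depth did not separate the groups (exact permutation p = 0.743), and the 10 highest genes took 8.22% to 9.77% of the summed values of a library. Genes within 10 Mb of *Osr2* on chromosome 15, where the Cre allele lies, were enriched among the genes at an adjusted p under 0.05, with 6 of 67 against 308 of 14854 (one-sided Fisher's exact test, p = 0.00261). They are *Cthrc1*, *Baalc*, *Rims2*, *Angpt1* and *Dap*, which were higher, and *Oxr1*, which was lower. Strain variants or effects linked to the Cre allele are a candidate explanation for these 6 genes, which are too few to make up the difference of 505 or that of 156 after adjustment. The excess may reflect the loss of *Ezh2*. This is a hypothesis, since it was examined on the same data and its size depends on the scaling between libraries.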

How the results depend on the processing

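The alternatives were set before the data were examined, apart from voom on the estimated reads, log2 of the deposited value with neither pseudocount nor filter, and the ameloblast covariate, which were chosen after seeing the data. The test for counts on recovered whole reads was not run, because only 61.2% of the low values were whole multiples of a read. Under each of the 28 settings other than the main one, including those chosen after seeing the data, more genes were higher than lower in *Osr2-Cre;Ezh2 fl/fl* molars, at the unadjusted and at the adjusted threshold.

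The numbers of genes moved more than the direction. The filter at a value of 10 left 10283 genes, of which 673 were higher and 481 lower at an unadjusted p under 0.05, and 88 and 31 after adjustment. Array weights gave 3272 and 2773, and 2165 and 1875 after adjustment, with a weight of 9.66 on *Osr2-Cre;Ezh2 fl/fl* library 4. The fit without moderation of the variances gave 93 and 19 genes after adjustment. The replicate block gave 64 and 9 after adjustment. With quantile normalization in addition, 806 genes were higher and 650 lower at the unadjusted threshold, and 48 and 11 after adjustment. A fold change of at least 1.5 left 292 and 137 genes at the unadjusted threshold, and 169 and 50 after adjustment. One of at least 2 left 80 and 17, and 66 and 7 after adjustment. Across the 8 fits that each left out one library, from 810 to 1397 genes were higher and from 467 to 951 lower at the unadjusted threshold, and from 108 to 332 and from 21 to 97 after adjustment. The cause of these changes was not tested.

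The share of higher genes among those at an unadjusted p under 0.05, 62.9%, was 54.6% with median-of-ratios size factors, 55.4% with quantile normalization (also 55.4% with the replicate block in addition, where it was 55.36%), 58.3% with the filter at 10, 54.1% with array weights and 57.6% with the ameloblast covariate. It was 68.1% and 82.5% with fold changes of at least 1.5 and 2, and from 57.5% to 66.2% with one library left out. A scaling that lowers the *Osr2-Cre;Ezh2 fl/fl* values slightly lowers this share, and the median log2 fold change of all genes tested was 0.01 as deposited and -0.01 with median-of-ratios size factors.

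*Cdkn2a* kept its direction in all 26 alternatives that gave a value, and an adjusted p under 0.05 in each of these that has a test, with log2 fold changes from 0.42 with a pseudocount of 5 to 3.86 with voom, and adjusted p-values from 7.05e-06 to 0.0134. The filter at 10 removed it. *Ezh2* was lower in all its alternatives. Its adjusted p passed 0.05 only with the ameloblast covariate, with a log2 fold change of -0.64, and ranged from 0.0274 to 0.439. The fits that left out one library gave log2 fold changes from -0.53 to -0.32.

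The Hox family depends on the filter. With it, *Hoxd8* is the only member tested, so no set test is possible; 0 Hox genes were called higher, and 0 at an unadjusted p under 0.05. Without it, 2 of 11 were higher at an adjusted p under 0.05, with voom 4 and with log2 of the deposited value 5. *Hoxc5* and *Hoxc6*, which may share reads, are both among these 4 and 5. The mean log2 fold change of the tested members was -0.04 with the filter, from -0.10 to 0.0479 with one library left out, and 0.0435 with the ameloblast covariate, all from *Hoxd8* alone. Over the 11 genes it was 0.20 without the filter, 2.49 with voom and 2.04 with log2 of the deposited value. The camera p for these 3 was 0.0664, 0.0169 and 0.0073. The filter at 10 left no Hox gene. Values of 11 low genes set these means, and the depth limits them: the 5 Hox genes of the published list rest on at most 3 reads per control library.

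The mean log2 fold change of the 30 proliferation genes, -0.0919 (camera with the inter-gene correlation estimated, p = 0.623), was 0.16 with array weights, from -0.19 to 0.0622 with one library left out, and lowest, at -0.27, with the ameloblast covariate (p = 0.188). With a preset inter-gene correlation of 0.01 the same mean of -0.0919 had p = 0.0248, while the correlation estimated from the data was 0.802. Of the single genes, *Mki67* was 0.0476 with array weights and -0.43 with the ameloblast covariate (adjusted p of 0.135) against -0.21, *Hoxd8* was 0.0479 and 0.01 without control library 4 and without *Osr2-Cre;Ezh2 fl/fl* library 2, and 0.0435 with the ameloblast covariate, against -0.04, and *Hoxd9* was 0.10 with voom and 0.16 with log2 of the deposited value, against -0.01. Over the 42 single genes other than *Ezh2* and *Cdkn2a*, 70 of 731 results changed, 32 weaker, 32 stronger and 6 reversed. The 6 reversed results are those just given whose sign differs from the main one. Of the 32 weaker results, 22 were those of *Aspn*. Apart from 2 of *Dspp* and 1 each of *Commd3* and *Cdkn2b*, the stronger results were those of genes that the filter left out of the main test.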

Differences from the paper's values

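The list of Figure 7A gives fold changes, read by eye here to 2 digits. The values set against them are fold changes on the log2(value + 1) scale, which differ for 11 of the 20 genes. *Hand2* was 6.07-fold higher, against about 38 in Fig. 7A. *Gm45357* was 3.49-fold higher, against about 35 in Fig. 7A, and *AV026068* was 2.38-fold higher, against about 26 in Fig. 7A. *Nhlh2* was 3.97-fold higher, against about 16 in Fig. 7A, and *Cdkn2a* was 2.53-fold higher, against about 14 in Fig. 7A. *Tcf24* was 4.66-fold higher, against about 13 in Fig. 7A. *Rbmxl2* was 3.58-fold and *Dlgap2* 1.90-fold higher, each against about 11 in Fig. 7A. *Extl1* was 5.91-fold higher, against about 9.6 in Fig. 7A, *5033428I22Rik* 3.25-fold, against about 7.9 in Fig. 7A, and *Ddx43* 1.87-fold, against about 7.2 in Fig. 7A.

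Of the alternatives set before the data were examined, the ratio of group means came within the paper's value for all 11 genes (*Hand2* 37.7, *Cdkn2a* 13.8, *Extl1* 9.603). A pseudocount of 0.01 did so for the 8 of them that pass the filter, and a pseudocount of 0.1 for *Nhlh2*, *Tcf24*, *Rbmxl2*, *Extl1* and *5033428I22Rik*. Array weights and the fit without *Osr2-Cre;Ezh2 fl/fl* library 1 did so for *Extl1*. None of the others did so for any gene. Settings chosen after seeing the values, log2 of the deposited value with neither pseudocount nor filter and voom on the estimated reads, came within 1.5 times of the paper's value for all 11 genes and for all but *AV026068*. For the 9 other genes of the list, all control libraries are at or under 3 estimated reads, and the lower bounds, from 3.11 for *Hoxc5* to 21 for *Hoxc4*, are not above the paper's values.

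The paper ranks *Hoxc4* first among upregulated genes and lists 5 Hox genes. With the filter on low values, 8 of the 20 genes are tested, and the largest log2 fold change among genes at an adjusted p under 0.05 is that of *Hand2*, 2.60. When all 20926 genes were ranked by the ratio of group means among those with an unadjusted p under 0.05 without the filter, the first 20 were the 20 genes of the paper's list, in the same order. Without a p limit, 13 of the first 20 were in the list. Without the filter, 14 of the 20 had an adjusted p under 0.05. With settings chosen after seeing the values, 18 did with voom on the estimated reads and 20 with log2 of the deposited value.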

Other observations

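The tests of other splits of the libraries, of the offset, of epithelial transcripts and genotype, of the muscle list and of the proliferation genes against random lists were chosen only after the result was seen, apart from the splits for the proliferation genes and the imprinted genes. The lists of salivary, interferon-induced and imprinted genes were written before those genes were looked at.

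*Arid1a* had values of 169.6 ± 12.9 in control and 155.9 ± 27.9 in *Osr2-Cre;Ezh2 fl/fl* molars (SD, n = 4 each), a log2 fold change of -0.13 (adjusted p = 0.758 from limma; two-sided exact permutation p = 0.371). *Eda* had 16.7 ± 1.56 and 18.5 ± 3.14 (log2 fold change 0.12, adjusted p = 0.806). *Dspp* had 2138 ± 614 and 1113 ± 817 (log2 fold change -1.13, adjusted p = 0.256; exact permutation p = 0.0857), with *Osr2-Cre;Ezh2 fl/fl* library 3 at 2328, inside the control range. The *Dspp* log2 fold change had an adjusted p under 0.05 in 2 of its alternatives, without *Osr2-Cre;Ezh2 fl/fl* library 3 (-1.56, adjusted p = 0.0269) and with array weights (-1.50, adjusted p = 0.000846), and its adjusted p ranged up to 0.598 in the others. With the ameloblast covariate, chosen after the data were seen, it was -0.62 (adjusted p = 0.326 from limma). The 8 odontoblast genes of the list had a mean log2 fold change of -0.45 (camera, which allows for inter-gene correlation, p = 0.00932, and 0.0223 with the replicate block), and 7 of the 8 were lower. This set was not tested with the ameloblast covariate, so its fall is not separated from the differences in ameloblast transcripts between libraries. *Postn* had 212.5 ± 60.2 and 286.8 ± 94.2 (log2 fold change 0.42, adjusted p = 0.594).

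The paper reports fewer Ki67-positive cells in *Osr2-Cre;Ezh2 fl/fl* molars at 1 week. In the RNA-seq values at PN day 3, *Mki67* was 369.2 ± 59.3 in control and 322.9 ± 78.1 in *Osr2-Cre;Ezh2 fl/fl* molars, a log2 fold change of -0.21 (adjusted p = 0.746; exact permutation p = 0.457). Of 30 proliferation genes, 27 had a negative log2 fold change, with a mean of -0.09, and 0 had an adjusted or an unadjusted p under 0.05. Camera gave p = 0.623, and 0.635 with the replicate block, with an inter-gene correlation of 0.802. A mean shift at least as large was found in 5 of the 8 splits that part the same-numbered libraries and in 25 of all 35. Against 10000 random lists matched on mean value, the median of -0.07 lay at the 0.46th percentile, toward a fall, but these lists were not matched on inter-gene correlation. The libraries come from mesenchymal tissue of molars, and a difference confined to the root-forming region was not tested.

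In the list of Figure 7A, 5 of the 20 genes lie within 50316 bases around *Hand2* and 3 in the Hoxc cluster. The order of the list depends on the offset of 1 read carried by the values. With an offset of 3 reads in place of 1, the ratio of mean values of *Hoxc4* fell from 64.1 to 22 and its rank from 1 to 3, and *Hoxc6* and *Hoxc5* moved from ranks 15 and 18 to 35 and 43. *Hand2* went from 37.7 to 31.7 and *Cdkn2a* from 13.8 to 11.4 and from rank 10 to 7. The offset may therefore set the order among genes with few control reads, and it has little bearing on *Hand2* or *Cdkn2a*.

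Without the filter, 2 Hox genes were called higher. Of the 8 splits parting the same-numbered pairs 1 reached this number, and of all 35 splits 1, in both cases the real one. The mean shift of the 11 Hox genes, 0.20, was likewise reached in 1 of the 8 and 1 of the 35 splits, where the next largest was 0.186. The 8 splits alone cannot give a share under 0.125, so they count neither for nor against these results. The paper named the Hox family from these same libraries, so none of the splits is independent of that choice.

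The first principal component of log2(value + 1), with 38.2% of the variance, did not separate the groups, and the second, with 24.2%, did. The ameloblast transcript *Amelx* ranged from 315.9 in *Osr2-Cre;Ezh2 fl/fl* library 4 to 16250 in control library 4, with 349.0, 1377 and 9733 in control libraries 1 to 3 and 806.8, 375.6 and 7818 in *Osr2-Cre;Ezh2 fl/fl* libraries 1 to 3. *Amelx*, *Ambn* and *Enam* did not separate the groups (exact permutation p = 0.229). If the amount of remaining epithelium were the cause, general epithelial transcripts would span a similar range. The median log2 range of 8 such transcripts was 1.08 against 5.68 for the ameloblast transcripts, 0.19 of it and under the limit of 1 in 3, so the amount of epithelium alone does not account for the range. A difference in developmental stage between litters was not tested. In the list of epithelial genes fixed at the start, which includes *Amelx*, *Ambn* and *Enam*, 15 of the 16 genes tested were lower in *Osr2-Cre;Ezh2 fl/fl* molars, *Krt8* being the exception. Their mean log2 fold change was -0.70 (camera, which allows for inter-gene correlation, p = 0.109, and 0.149 with the replicate block), with 6 genes lower and 1 higher at an unadjusted p under 0.05. *Dsp*, with 474.4 ± 61.9 in control and 314.0 ± 31.2 in *Osr2-Cre;Ezh2 fl/fl* molars (SD, n = 4 each), was the only one with an adjusted p under 0.05 (log2 fold change -0.59, adjusted p = 0.0282 from limma, lower in 4 of 4 *Osr2-Cre;Ezh2 fl/fl* libraries). Its adjusted p was 0.106 with the replicate block and up to 0.115 with one library left out.

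Single libraries carried transcripts that the other libraries had at low values; *Muc5b* and *Iigp1* were chosen after their values were seen. *Muc5b* was 13.97 in *Osr2-Cre;Ezh2 fl/fl* library 2 and at most 0.349 in each of the others. Of 8 further salivary gland genes in the table, 4 were highest in that library (one-sided binomial p = 0.0112 against 1 in 8), which is consistent with a small amount of salivary gland tissue there. *Iigp1* was 25.9 in *Osr2-Cre;Ezh2 fl/fl* library 1 and 12.4 in *Osr2-Cre;Ezh2 fl/fl* library 3 against 1.14 to 4.17 in the others, and 10 of 16 further interferon-induced genes were highest in *Osr2-Cre;Ezh2 fl/fl* library 1 (binomial p = 3.62e-06). *Myh8* was 15.9 in control library 4 and at most 2.24 in the others, and 7 of 8 muscle genes were highest there (binomial p = 3.4e-06), which is consistent with skeletal muscle in that library. Genes are not independent, so these p-values describe the lists in these libraries. Cause and source of the interferon-induced transcripts were not tested further. *Xist* was 518.4, 0.373, 766.7 and 669.4 in control libraries 1 to 4 and 0.414, 1955, 2648 and 401.2 in *Osr2-Cre;Ezh2 fl/fl* libraries 1 to 4. The libraries therefore differ in sex-specific transcripts. *Ddx3y*, on chromosome Y, was also high in control libraries 1, 3 and 4 (46.4, 43.5 and 31.2) and *Osr2-Cre;Ezh2 fl/fl* library 4 (56.9). Transcripts of both sexes were thus present in these libraries. The paper's text does not state whether a library came from 1 mouse or a pool.

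Several genes that are imprinted in the mouse were among the genes higher in *Osr2-Cre;Ezh2 fl/fl* molars and were chosen after their values were seen: *Dio3* with a log2 fold change of 1.82 (adjusted p = 0.00175), *Zdbf2* with 1.52 (0.00463), *Plagl1* with 1.18 (0.00463) and *Slc38a4* with 1.00 (0.000821), each higher in 4 of 4 *Osr2-Cre;Ezh2 fl/fl* libraries. Without these, 45 other imprinted genes had a median log2 fold change of 0.10, at the 99.97th percentile of 10000 random lists matched on mean value. Of the 45, 33 were higher and 2 had an adjusted p under 0.05. A median this far from that of all genes was found in 1 of the 8 splits that part the same-numbered libraries and in 2 of all 35, where the largest was 0.108. Imprinted genes may rise as a class when *Ezh2* is lost, which is a hypothesis. Neighbouring imprinted genes are not independent, gene length and GC content were not tested for this list, and the 8 splits alone count neither for nor against it.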
